# Proteolytic activation of fatty acid synthase signals pan-stress resolution

**DOI:** 10.1038/s42255-023-00939-z

**Published:** 2024-01-02

**Authors:** Hai Wei, Yi M. Weaver, Chendong Yang, Yuan Zhang, Guoli Hu, Courtney M. Karner, Matthew Sieber, Ralph J. DeBerardinis, Benjamin P. Weaver

**Keywords:** Homeostasis, Proteolysis, Gene expression, Stress signalling, Metabolism

## Abstract

Chronic stress and inflammation are both outcomes and major drivers of many human diseases. Sustained responsiveness despite mitigation suggests a failure to sense resolution of the stressor. Here we show that a proteolytic cleavage event of fatty acid synthase (FASN) activates a global cue for stress resolution in *Caenorhabditis* *elegans*. FASN is well established for biosynthesis of the fatty acid palmitate. Our results demonstrate FASN promoting an anti-inflammatory profile apart from palmitate synthesis. Redox-dependent proteolysis of limited amounts of FASN by caspase activates a C-terminal fragment sufficient to downregulate multiple aspects of stress responsiveness, including gene expression, metabolic programs and lipid droplets. The FASN C-terminal fragment signals stress resolution in a cell non-autonomous manner. Consistent with these findings, FASN processing is also seen in well-fed but not fasted male mouse liver. As downregulation of stress responses is critical to health, our findings provide a potential pathway to control diverse aspects of stress responses.

## Abstract (web summary)

Wei et al. show that proteolytic cleavage of fatty acid synthase (FASN) upon stress contributes to stress resolution. This role in stress resolution of the resulting C-terminal fragment of FASN is independent of its canonical function in fatty acid synthesis.

## Main

Alterations in nutrient availability, oxidative imbalances and exposures to cytotoxic substances or pollutants are all examples of cellular stressors. When faced with these insults, cells mount the relevant stress mitigation program to restore homeostasis. Outcomes include upregulating buffering factors such as chaperones, repairing damaged DNA, autophagy of cellular components or death of irreversibly damaged cells. Whether animals have a globally acting mechanism to detect the resolution of diverse stressors and signal the downregulation of multiple features of stress responses is unknown; however, such a mechanism would offer a survival advantage to limit loss of energy stores, speed wound healing and prepare the animal for encounters with another stressor. For multicellular organisms, coordinating stress recovery across tissues imposes additional challenges.

Adaptations to stressors not only require altered gene expression but also metabolic rewiring to repurpose energy stores. Metabolic adaptations to stressors can result in the generation of reactive oxygen species (ROS) or reactive nitrogen species. These reactive species cause extensive cellular damage including lipid peroxidation resulting in toxic aldehyde intermediates that further damage other macromolecules and lead to the death of tissues. Thus, lipids have an intriguing duality in stress responses as both energy stores and liability to damaging agents resulting in lipotoxicity. This underscores the need to have dynamic control of lipid availability but also safeguard the cell.

Cytosolic FASN is the biosynthetic enzyme responsible for the de novo synthesis of saturated fatty acids, the building blocks of fats and higher-order lipids^1,2^. Fat synthesis by FASN is a major pathway consuming energy stores in the form of NADPH. Notably, upregulation of *FASN* expression is a hallmark of tumorigenesis where tumor cells are thought to acquire de novo lipid synthesis^3^; however, it is not clear whether *FASN* upregulation solely reflects increased nutrient demand for growth as lipids are involved in multiple aspects of cellular transformation, including immune suppression and drug resistance, thereby preventing death of transformed cells^3^.

Caspases are well known for activating proinflammatory cytokines or committing cells to programmed cell death if a genotoxic insult is not repaired. This same family of cysteine proteases also has ancient nonlethal roles in promoting differentiation; however, across metazoans, these same proteases have poorly understood roles in supporting homeostasis, where modulating caspase function alters stress resistance in *C.* *elegans*^4,5^, reprograms cardiac hypertrophic responses in rats^6^ and accelerates aging in mice^7^. Our previous work identified CED-3 caspase blocking a p38 MAPK-dependent epidermal pathogen response^5^. Also, the dual-leucine zipper kinase (DLK-1 and MAPK3K12) pathway was implicated downstream of caspase in neuronal regeneration following injury^8^. We and others recently showed that the relative extent of caspase activity can be neuroprotective by supporting organelle dynamics where caspase can limit TDP43 mitochondrial injury^9^ or modulate p38 MAPK signaling to support lysosome formation^10^. Additionally, stress-induced caspase-2 cleavage of site 1 protease (S1P) triggers persistent activation of the transcription factor SREBP leading to NASH development^11^; however, for each of these cases, the caspase was found targeting a factor activating a stress response.

Beyond detecting an insult to activate a stress response, little is known how animals sense the resolution of stressors. Here we identify a signaling function of FASN that is independent of palmitate biosynthesis. We show that redox-dependent caspase cleavage of FASN serves as a sensing mechanism to gauge appropriate responses to diverse stressors. With cysteine active sites, the proteolytic activity of caspases can be inhibited by stressors in a redox-dependent manner. When the stressor is mitigated, limited amounts of the C-terminal fragment (CTF) act as a strong cue to downregulate widespread features of animal stress responses, analogous to an anti-inflammatory signal. Moreover, FASN-CTF enzymatic activity is required to suppress stress-responsive gene expression programs and promote lipid mobilization. Forced expression of FASN-CTF before stress amelioration compromises survival underscoring its function as a stress-resolution cue.

## Results

### Caspase controls diverse stress responses

Disrupting the caspase pathway in *C.* *elegans* provided us with a model to examine chronic stress responses. As early as 4 h of tunicamycin treatment, the *ced-3(-)* caspase and upstream activating Apaf gene *ced-4(-)* null mutants had dramatically enhanced induction of the Hsp70 family (HSPA5, BiP) endoplasmic reticulum (ER) stress marker HSP-4p::GFP relative to wild-type animals (Fig. 1a,b and Extended Data Fig. 1a,b). This enhanced response persisted to 2 d (Fig. 1b). Moreover, although the *ced-3(-)* and *ced-4(-)* null mutants normally develop slower than wild-type animals, both mutants had faster development under ER stress conditions compared to wild-type animals (Fig. 1c and Extended Data Fig. 1c), suggesting that the higher induction of HSP-4p::GFP reflects an enhanced survival advantage upon tunicamycin-induced ER stress.

**Fig. 1:**
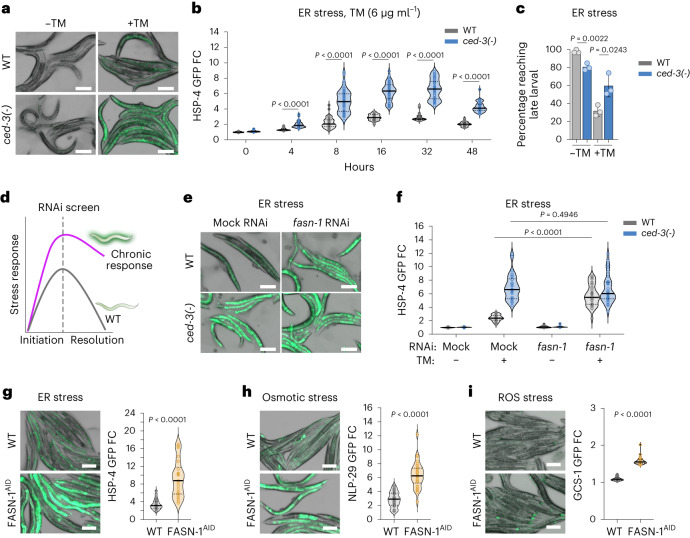
Caspase and FASN limit chronic pan-stress responses. **a**,**b**, Expression (**a**) and quantification (**b**) of intestinal ER stress reporter HSP-4p::GFP (Hsp70 member 5) with tunicamycin (TM) treatment to induce ER stress. WT, wild type. **c**, Quantification of animals escaping larval arrest with TM treatment. **d**–**f**, Targeted RNAi screen for chronic stress response factors (**d**) reveals that *fasn-1* acts like *ced-3* to limit stress response in HSP-4p::GFP expression (**e**) and quantification (**f**). **g**–**i**, Eliminating FASN-1 protein using AID also induces expression of stress reporters under ER (**g**), osmotic (**h**) and ROS (**i**) stresses by TM, sodium chloride and paraquat. Scale bar, 200 μm (**a**,**e**,**g**–**i**). Each circle represents one animal (**b**,**f–i**). Mean pixel intensity of each animal was normalized to mean value of WT at 0 h (no stress) and plotted as fold change (FC). Violin plots show median (solid line) with quartiles (dashed line). For **b**, 8 h, *n* = 50; 16, 32 and 48 h, *n* = 40. Mean ± s.d., *n* = 3 biological replicates (**c**). *n* = 30 animals for each time point (**f**–**i**). *P* values were calculated using a two-tailed Mann–Whitney *U*-test (**b**,**f**–**i**) and unpaired two-tailed *t*-test (**c**). Source data

We next sought to test whether *ced-3* and *ced-4* mutants would have similar persistent phenotypes with other stressors. Analogous to the heightened ER stress response, the *ced-3(-)* and *ced-4(-)* null mutants had dramatically enhanced induction of markers for both osmotic stress (NLP-29p::GFP) and ROS stress (GCS-1p::GFP) relative to wild-type animals when challenged with high salt and paraquat, respectively (Extended Data Figs. 1d–g and 2a–d).

The *ced-3(-)* and *ced-4(-)* mutants also had enhanced motility when given the salt challenge (Extended Data Fig. 2e,f) and enhanced survival on paraquat relative to wild-type animals (Extended Data Fig. 2g,h). Our findings are consistent with previous work showing that *ced-3* and *ced-4* mutants have enhanced survival with ER and osmotic stresses^4^. Notably, for each of the diverse stress challenges, wild-type animals never reached the same pronounced induction as seen with the *ced-3* caspase and *ced-4* Apaf mutants. Also, the *ced-3* and *ced-4* mutants had marked variability for the induction of the stress reporters. Together, these results indicate that caspase pathway normally regulates the overall magnitude of responsiveness to diverse stressors. We were therefore intrigued to identify what target pathway is responsible for the enhanced pan-stress responsiveness.

### FASN acts like caspase to limit stress responses

To reveal the caspase signaling target, we performed an RNA interference (RNAi) screen using the HSP-4p::GFP reporter with tunicamycin-induced ER stress to identify candidate factors contributing to persistently-heightened stress responses (Fig. 1d). The targeted screen examined established stress-responsive regulators and genes upregulated in stress (Extended Data Fig. 3a–c). The *C.* *elegans* FASN ortholog *fasn-1* gene acted like *ced-3(-)* and *ced-4(-)* mutants with enhanced induction and pronounced variability of HSP-4p::GFP expression under ER stress (Fig. 1e,f and Extended Data Fig. 3c). Moreover, because *fasn-1* RNAi knockdown did not enhance stress response in *ced-3(-)* mutants (Fig. 1f), we wanted to confirm that loss of FASN-1 expression acts like *ced-3(-)* null.

To confirm that the loss of FASN-1 function resulted in enhanced stress response in animals with intact CED-3 function, we used an alternative technique to deplete FASN at the protein level. We added hemagglutinin (HA)-labelled auxin-induced degron (AID) tags to both the N and C termini of the *fasn-1*-coding sequence in the endogenous genomic locus using CRISPR mutagenesis. When treated with auxin, the amount of FASN protein was significantly reduced (Extended Data Fig. 3d) and depletion enhanced induction of HSP-4p::GFP with ER stress (Fig. 1g), NLP-29p::GFP for osmotic stress (Fig. 1h) and GCS-1p::GFP for ROS stress (Fig. 1i). These effects were not due to TIR-1 E3 ligase expression, AID-tagging of FASN-1 or auxin treatment as these alone did not enhance the reporters (Extended Data Fig. 3e–g). Because the loss of *fasn-1* acted like the loss of *ced-3* caspase, we considered the possibility that FASN-1 could be acting downstream of CED-3 in limiting stress responses.

### FASN proteolysis by caspase limits stress response

To confirm that the proteolytic activity of caspase is required for limiting stress responses, we used a proteolytic dead caspase active-site mutation G360S. This mutant generates a full-length CED-3 protein but lacks proteolytic activity. Consistent with *ced-3* null mutants, animals with proteolytic dead CED-3 also had enhanced stress reporter induction as well as survival under ER, osmotic and ROS stressors (Fig. 2a and Extended Data Fig. 4a–g). This finding suggests that the proteolytic activity of CED-3 is required for regulating stress response. It also explains the role of CED-4 Apaf in stress response as it promotes CED-3 proteolytic activity.

**Fig. 2:**
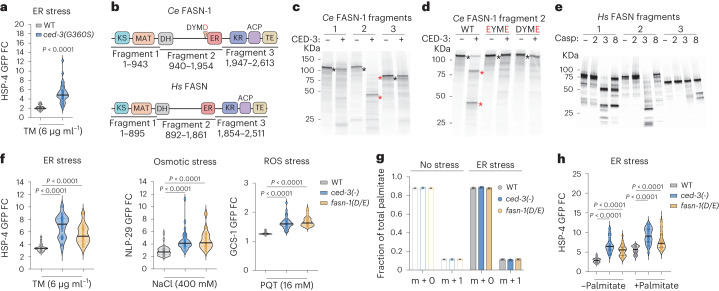
FASN activated by caspase cleavage limits pan-stress responses independent of palmitate synthesis. **a**, Expression of HSP-4p::GFP by caspase active-site mutation G360S. **b**, Highly conserved FASN domains and fragments used for in vitro caspase cleavage analyses. Enzymatic domains indicated with square boxes. *Ce*, *C.* *elegans*; *Hs*, *H.* *sapiens*. **c**,**d**, CED-3 in vitro cleavage of ^35^S-labelled *C.* *elegans* FASN-1 fragments (**c**), the DYMD to DYME mutation (D/E) in fragment 2 blocks CED-3 cleavage (**d**). Red asterisks indicate cleaved products; black asterisks indicate full-length molecules. **e**, Conserved cleavage. ^35^S-labelled human FASN is also cleaved in fragment 2 by caspase-3 producing a stable CTF similar to *C.* *elegans*. Casp, caspase-2, caspase-3 and caspase-8 as indicated for each lane. **f**, Cleavage-resistant *fasn-1(D/E) C.* *elegans* mutant phenocopies *ced-3(-)* mutant for enhanced inductions of ER, Osmotic and ROS stress reporters. **g**, Measurement of palmitate synthesis using 50% deuterated water (D_2_O) labelling for 16 h in the presence or absence of ER stress. m + 0, unlabelled palmitate; m + 1, deuterium-labelled palmitate representing newly synthesized palmitate. *n* = 3 biological replicates for each. Mean ± s.d. **h**, HSP-4p::GFP expression under ER stress with palmitate supplementation. Each circle represents one animal (**a**,**f**,**h**). Mean pixel intensity of each animal was normalized to mean value of WT without stress and plotted as FC. Violin plots show median (solid line) with quartiles (dashed line). For **a**, *n* = 40 animals for each genotype. *n* = 30 animals for each condition (**f**,**h**). *P* values were calculated using a two-tailed Mann–Whitney *U*-test. Cleavage assays (**c**–**e**) were repeated twice independently with similar results. Source data

To test directly the cleavage of FASN-1 by CED-3, we divided *C.* *elegans* FASN-1 into three large peptide fragments and tested each with in vitro cleavage analyses (Fig. 2b). We identified a single CED-3 cleavage site for *C.* *elegans* FASN-1 in fragment 2 at Asp1593 toward the end of the long non-enzymatic linker region separating the N- and C-terminal enzymatic domains (Fig. 2c,d). Like all animal FASN proteins, the human FASN protein has the same domain architecture as *C.* *elegans* FASN-1 with long intervening non-enzymatic linker. Therefore, we similarly divided *Homo* *sapiens* FASN into three large peptide fragments. We found that human caspase-3 cleaved human FASN fragments 1 and 2 in vitro (Fig. 2e). This cleavage leaves an intact CTF, including most of the enoyl reductase (ER) domain and ketoacyl reductase (KR), acyl carrier protein (ACP) and thioesterase (TE) domains analogous to the cleavage location for *C.* *elegans* FASN-1. Furthermore, human caspase-3 and *C.* *elegans* CED-3 caspase are known to have similar proteolytic activities. Altogether these results indicate that the cleavage of FASN by caspase may be broadly conserved in metazoans.

To test whether the cleavage of FASN-1 by CED-3 is responsible for the enhanced stress responsiveness in vivo, we generated a FASN-1 cleavage-resistant mutation D1593E ‘*fasn-1(D/E*)’ in the endogenous locus of *C.* *elegans fasn-1* using CRISPR mutagenesis. Using western blot, we first tested FASN-1 expression in wild-type, *ced-3(-)* and *fasn-1(D/E*) mutants. Notably, we did not observe any quantitative accumulation of FASN-1 cleavage fragments in *C.* *elegans* in the absence or presence of stressors (Extended Data Fig. 4h). These results suggest the possibility that only a small fraction of this highly abundant protein is cleaved by CED-3 in vivo.

We then tested the impact of *fasn-1(D/E)* on stress response. Similar to the *ced-3(-)* null mutant, the *fasn-1(D/E)* mutant had upregulated HSP-4p::GFP in response to tunicamycin (ER stress, Fig. 2f). This enhanced upregulation was equivalent to *ced-3(-)* (Extended Data Fig. 5a,b) and was confirmed with an independent second *fasn-1(D/E)* CRISPR mutant (Extended Data Fig. 5c). The *fasn-1(D/E)* mutant had enhanced survival comparable to *ced-3(-)* mutants (Extended Data Fig. 5d).

We next sought to test whether the *fasn-1(D/E)* mutant would have similar persistent phenotypes with other stressors. Analogous to the heightened ER stress response, the *fasn-1(D/E)* had dramatically enhanced induction of markers for both osmotic stress (NLP-29p::GFP) and ROS stress (GCS-1p::GFP) equivalent to *ced-3(-)* when challenged with high salt and paraquat, respectively (osmotic and ROS stresses; Fig. 2f and Extended Data Fig. 5e–j).

Altogether, these data suggest that CED-3 cleaves FASN-1 at the Asp1593 residue to limit pan-stress responsiveness in vivo. Because failure of cleavage caused by the *fasn-1(D/E)* mutation phenocopied the loss of caspase activity seen with the *ced-3(-)* mutant, we concluded that a low level of caspase cleavage activates a distinct function of FASN to limit a pan-stress response.

### FASN cleavage does not impact palmitate synthesis

The saturated fatty acid palmitate (C16) is the major end product of all metazoan FASN enzymes^2^. To test whether *ced-3(-)* and *fasn-1(D/E)* mutations have compromised palmitate synthesis, we performed metabolic labelling with D_2_O to monitor fatty acid synthesis. We found no significant alterations in palmitate synthesis (Fig. 2g) or palmitoleate synthesis (Extended Data Fig. 5k) for *ced-3(-)* or *fasn-1(D/E)* mutants with or without ER stress.

To further confirm that the enhanced stress responsiveness of *ced-3(-)* and *fasn-1(D/E)* mutants was not due to a fatty acid deficiency, we supplemented animals with palmitate under ER stress and found that palmitate supplementation did not reduce the heightened HSP-4p::GFP induction in *ced-3(-)* null animals or *fasn-1(D/E)* cleavage-resistant mutants (Fig. 2h). In contrast, extra palmitate enhanced HSP-4p::GFP induction in wild-type, *ced-3(-)* and *fasn-1(D/E)* animals (Fig. 2h). Altogether, these results indicate that the stress-resolution function of cleaved FASN is independent of palmitate synthesis.

### FASN cleavage by caspase impacts redox metabolism

To reveal the metabolic impact of CED-3 caspase on FASN-1, we used untargeted metabolomics in *C.* *elegans* to analyse the profiles of wild-type, *ced-3(-)* and *fasn-1(D/E)* strains in normal and stress conditions (Supplementary Data 1). When comparing *ced-3(-)* to wild-type, we found that 296 metabolites were significantly altered in the absence of stress (Fig. 3a). Additionally, when comparing *fasn-1(D/E)* to wild-type, we found that 242 metabolites were significantly altered (Fig. 3a). Of the 193 metabolites commonly altered in both mutants, 191 were changed in the same direction (Fig. 3b). Using Pearson’s analysis, we also showed a strong positive correlation between *ced-3(-)* and *fasn-1(D/E)* (Extended Data Fig. 6a). Thus, *fasn-1(D/E)* shows 65% of the metabolic changes seen in *ced-3(-)* mutant before stress, reflecting a substantial common subset of metabolic alterations in both mutants.

**Fig. 3:**
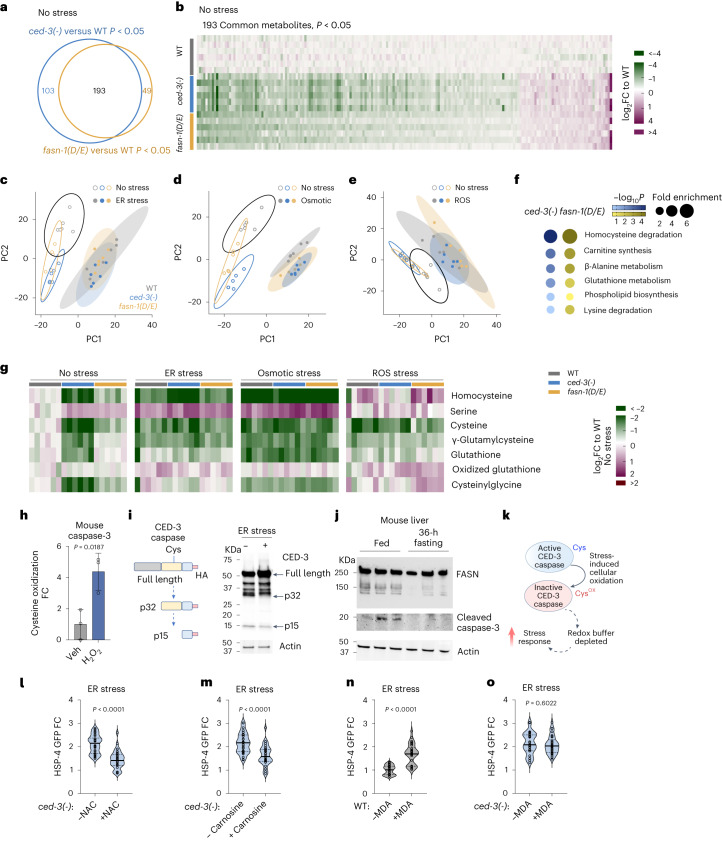
Interplay of cellular redox state and FASN cleavage determines stress responsiveness. **a**,**b**, Alterations of metabolites in *ced-3(-)* and *fasn-1(D/E)* animals compared to WT in the absence of stress from untargeted metabolomics. Untargeted metabolomics with *P* < 0.05 as cutoff revealed 193 overlapping metabolites (**a**) shown in heat map (**b**) in *ced-3(-)* and *fasn-1(D/E)*. *n* = 6 biological replicates. **c**–**e**, PCA of untargeted metabolites for WT, *ced-3(-)* and *fasn-1(D/E)* animals with ER (**c**), osmotic (**d**) and ROS (**e**) stressors. **f**, Metabolite enrichment analyses for *ced-3(-)* null and *fasn-1(D/E)* mutants compared to WT using MetaboAnalyst with the Small Molecule Pathway Database (SMPDB). False discovery rate (FDR) < 0.1. Input list from metabolites shown in **a** with *P* < 0.05, *ced-3(-)* 296 and *fasn-1(D/E)* 242 metabolites. **g**, Heat map of detected metabolites in glutathione pathway. log_2_FC relative to mean value of WT no stress. **a**–**g**, *n* = 6 biological replicates. *P* values calculated using an unpaired two-tailed *t*-test (**a**,**b**,**g**) or one-tailed Fisher’s exact test (**f**). **h**, Caspase-3 cysteine oxidation in primary mouse calvarial osteoblasts (cOBs) using DCP-Bio1 IP MS. Average abundance of caspase-3-oxidized cysteine treated with vehicle was set to 1.0. Total caspase-3 protein in lysate (Extended Data Fig. 6f). Veh, water. *n* = 3 biological replicates. Mean ± s.d. **i**, CED-3 auto-processing monitored by western blot of endogenous CED-3 with a C-terminal HA tag under ER stress. CED-3 auto-processing with ER stress was repeated independently twice with similar results. **j**, Western blot of liver extracts from well-fed or 36-h-fasted male mice showing processing of FASN and cleaved caspase-3. *n* = 3 male mice for each condition. **k**, Diagram of caspase cys active site as a function of oxidative state and impact on stress responsiveness. **l**,**m**, Expression of HSP-4p::GFP under ER stress with NAC (**l**) or carnosine (**m**) antioxidant supplementation in *ced-3(-)* animals. **n**,**o**, Induction of HSP-4p::GFP under ER stress with oxidized lipid metabolite MDA supplementation in WT (**n**) and *ced-3(-)* animals (**o**). Each circle represents one animal. Mean pixel intensity of each animal normalized to mean value of WT without stress and plotted as FC. Violin plots show median (solid line) with quartiles (dashed line). *P* values were calculated using an unpaired, two-tailed *t*-test. *n* = 3 biological replicates (**h**) or two-tailed Mann–Whitney *U*-test. *n* = 30 animals for each time point (**l**–**o**). Source data

To understand the variation for all detected metabolites, we used principal component analysis (PCA). Most of the variability was well represented in the first two principal components for each of the treatment conditions (Extended Data Fig. 6b). We found that the biggest variance in metabolites (PC1) corresponded to stress treatments, including ER (Fig. 3c), osmotic (Fig. 3d) and ROS stressors (Fig. 3e). The second largest variance represented by the PC2 axes corresponded to the different genotypes in the absence of stress. PC2 showed that the *ced-3(-)* and *fasn-1(D/E)* mutants clustered closer to each other (open circles, Fig. 3c–e), suggesting that the metabolic profiles of these two mutants are more similar to each other compared to the wild type. Notably, the dispersion among the genotypes on PC2 axes collapsed upon stress treatment (closed circles, PC2 axes; Fig. 3c–e). The clustering of wild-type with the mutants upon stress treatments suggests a subset of metabolites already altered in *ced-3(-)* and *fasn-1(D/E)* that normally occurs during the stress response.

Using enrichment analysis of metabolites altered in *ced-3(-)* or *fasn-1(D/E)* mutants, we found a significant enrichment for redox adaptations for both mutants in the absence of stress (Fig. 3f). Most homocysteine and glutathione metabolites detected are depleted in both *ced-3(-)* and *fasn-1(D/E)* mutants in the absence of stress (no stress; Fig. 3g). Of note, the same depletion pattern was observed for wild-type animals under ER and osmotic stress conditions. ROS stress had a somewhat different pattern compared to the other two stressors but still resulted in an overall reduction of the cysteine pool (Fig. 3g). The glutathione pathway modulates cellular redox to mitigate stress responses. Unlike other stressors, ROS stress directly impacts cellular redox and paraquat detoxification directly modulates this pathway.

To further verify the alteration in redox metabolism, we used the Grx1-roGFP2 construct previously established to reflect the ratio of oxidized to reduced glutathione^12,13^. We found that *ced-3(-)* and *fasn-1(D/E)* mutants both have an increased ratio of oxidized to reduced glutathione in the absence of stress compared to wild-type (Extended Data Fig. 6c).

We also analysed other enriched pathways for *ced-3(-)* and *fasn-1(D/E)*, including carnitine and β-alanine pathways, and found that *ced-3(-)* and *fasn-1(D/E)* both showed most metabolites in those pathways decreased before stress but these alterations did not reflect the changes seen during stress (Extended Data Fig. 6d,e). Altogether, the metabolomic analyses revealed that both *ced-3(-)* null and the *fasn-1(D/E)* mutants had significant alterations in redox metabolism that resembles a stress-responsive state before encounter of a stressor.

### Cell redox modulates caspase activity in stress

As a cys protease, caspases can be inhibited by oxidizing species^14^ and highly oxidizing environments can even suppress caspase-mediated apoptosis^15,16^. To assess the relative alteration in caspase cysteine oxidation in cells as a result of exposure to oxidative stress, we treated primary mouse osteoblasts with hydrogen peroxide overnight. To enrich oxidized cysteine residues, we used the DCP-Bio1 probe that forms adducts with singly-oxidized cysteines (cysteine sulfenic acid). We observed more than a threefold increase in oxidized caspase-3 cysteine residues when treated with the oxidizing agent hydrogen peroxide compared to vehicle-treated cells (Fig. 3h) without affecting caspase-3 protein levels (Extended Data Fig. 6f). These findings suggest that caspase cysteine residues are sensitive to cellular redox conditions. We next considered whether oxidized cellular environments caused by other stressors would impact caspase activity.

ER stress both results from the accumulation of (and itself generates) ROS^17,18^. To test whether cellular oxidation is induced by ER stress, we examined the ratio of oxidized to reduced glutathione metabolites and observed an increased ratio in oxidized to reduced glutathione in *C.* *elegans* (Extended Data Fig. 6g), suggesting a more-oxidative cellular environment under ER stress. Because caspase auto-processing requires enzymatic activity of caspase, we tested how ER stress affects CED-3 auto-processing in *C.* *elegans*. We found that overnight ER stress treatment resulted in diminished CED-3 auto-processing in vivo (Fig. 3i). ER stress increased the accumulation of full-length CED-3 protein that corresponded to decreased accumulations of both the p32 and p15 processed subunits (Fig. 3i). This observation indicates that CED-3 has diminished proteolytic capability under ER stress.

In mammals, liver is a tissue enriched for FASN expression^19,20^ and fasting induces oxidative stress on the liver^21,22^. Therefore, we analysed the effect of fasting on FASN and caspase expression in male mouse liver. During the well-fed state, we found FASN processing along with the presence of active caspase-3, whereas both were absent during prolonged fasting (Fig. 3j). Altogether, these findings indicate that caspase cysteine oxidation and subsequent inhibition of caspase activity can occur during stress conditions. The decrease of caspase activity would thereby lead to further depletion of GSH redox buffer causing a heightened stress response similar to the *ced-3(-)* mutation (Fig. 3k).

To further test whether modulating cellular redox status directly impacts CED-3 caspase-dependent stress responsiveness, we supplemented *ced-3(-)* animals with antioxidants *N*-acetylcysteine (NAC; Fig. 3l and Extended Data Fig. 7a,b) or l-carnosine (Fig. 3m and Extended Data Fig. 7c,d) under ER stress conditions. We found that both antioxidant supplements significantly reduced the heightened ER stress response in *ced-3(-)* mutants. These findings suggest that the CED-3 caspase-mediated stress response can be reversed by increasing the cellular reductive capacity.

Conversely, we then considered how organismal stress response would be impacted by shifting the redox state toward an oxidative profile. Lipid peroxidation occurs as a result of oxidative bursts and elevated cellular ROS results in accumulation of lipid-derived reactive aldehydes such as malondialdehyde (MDA). When supplementing animals with MDA, we found that wild-type animals had increased response to ER stress similar to *ced-3(-)* mutants without MDA (Fig. 3n and Extended Data Fig. 7e,f). Moreover, MDA did not further increase the elevated response of *ced-3(-)* mutants (Fig. 3o). To eliminate the possibility of reaching the reporter detection limit, we repeated the same assay at lower concentrations of tunicamycin and found that the ER stress reporter in *ced-3(-)* mutants was not further enhanced by MDA even at low TM concentrations well below maximal responsiveness (Extended Data Fig. 7g,h). This result indicates that elevated cellular oxidative environment augments stress response and loss of CED-3 caspase mimics an elevated oxidative cellular environment. Because *ced-3(-)* null and the cleavage-resistant *fasn-1(D/E)* mutants both had increased amplitude in stress responses, we concluded that CED-3 proteolytic activity may be redox sensitive to modulate the magnitude of response, suggesting the possibility of FASN cleavage as a signal to scale down stress response.

### FASN-CTF attenuates pan-stress response

To understand the functional outcome of CED-3 cleavage on FASN in vivo, we used CRISPR mutagenesis to insert either the N- or C-terminal cleaved fragment as a single extra copy in *C.* *elegans* (Fig. 4a). The FASN N-terminal fragment (NTF) generated a spectrum of processing bands, whereas the CTF made one stable product (Fig. 4a). Further analysis of the FASN-NTF revealed that the linker region at the end of the NTF likely contains a degron when exposed by proteolytic cleavage (Extended Data Fig. 8a,b).

**Fig. 4:**
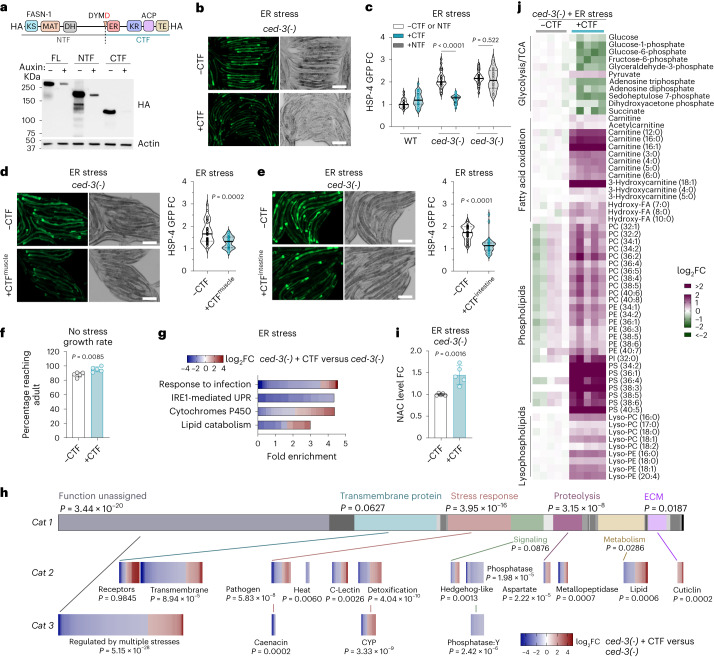
FASN-CTF diminishes chronically elevated stress-responsive gene expression and metabolic programs. **a**, Western blot showing in vivo stabilities of FASN-NTF and CTF. Auxin-controlled endogenous FASN-1 (FL) or a single-copy transgene expressing either NTF or CTF all contain an HA tag for detection. Western blot for stability of FASN fragments was repeated twice independently with similar results. **b**,**c**, HSP-4p::GFP expression (**b**) and quantification (**c**) under ER stress with expression of FASN-CTF or NTF in *ced-3(-)*. *n* = 30 animals. **d**,**e**, HSP-4p::GFP induction under ER stress in *ced-3(-)* animals with expression of FASN-CTF only in muscle (**d**) or only in intestine (**e**). *n* = 30 animals (**d**,**e**). Scale bar, 200 μm (**b**,**d**,**e**). **f**, Growth rate of animals with and without expression of FASN-CTF. *n* = 5 biological replicates with total of *n* = 441 (−CTF) and *n* = 303 (+CTF) animals were assayed. Mean ± s.d. **g**,**h**, Impact of FASN-CTF on *ced-3*(-) mutant for alterations in gene expression under ER stress using the gene set analysis tool in WormBase (wormbase.org/tools/enrichment/tea/tea.cgi) (**g**) and WormCat (wormcat.com/) (**h**). Heat maps (**g**,**h**) show mRNA log_2_FC of *ced-3(-)* mutant expressing CTF compared to *ced-3(-)* with no CTF expression. *n* = 3 biological replicates. FDR < 0.1 and absolute value of log_2_FC > 1 were thresholds for enrichment analysis (**g**,**h**). **i**, NAC level in *ced-3(-)* with and without CTF expression. *n* = 5 biological replicates. Mean ± s.d. **j**, Impact of FASN-CTF expression on *ced-3(-)* mutant for selected metabolites under ER stress. Heat map shows log_2_FC of *ced-3(-)* mutant expressing CTF compared to *ced-3(-)* with no CTF expression. *n* = 5 biological replicates. FA, fatty acid; PC, phosphatidylcholine; PE, phosphatidylethanolamine; PI, phosphatidylinositol; PS, phosphatidylserine; Lyso-PC, lysophosphatidylcholine; Lyso-PE, lysophosphatidylethanolamine; TCA, tricarboxylic acid. *P* values were calculated using an unpaired two-tailed *t*-test (**f**,**i**), two-tailed Mann–Whitney *U*-test (**c**–**e**) or one-tailed Fisher’s exact test (**h**). Source data

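The reads behind the 710 genes past the thresholds were few for most of them. Their median was 81 reads over all 6 libraries together, with an interquartile range of 39 to 234 and a minimum of 5. In 178 genes the group with the lower level had at most 3 reads per library, so that only a lower bound of the fold change can be given, and in 53 genes both groups were at or under 3 reads per library. There were 176 genes with a logCPM above 0, 93 lower and 83 higher with FASN-CTF, after the FDR was recomputed over the 11316 genes above that level. The spread between replicates was computed from the authors' likelihood ratios for genes with many reads only, because with few reads it depends on which genes are kept. For the 153 genes with more than 500 reads per library and |log2FC| > 0.5, chosen whatever their likelihood ratio, the implied coefficient of variation had a median of 3.16%. In the paper's own replicate values (Extended Data Fig. 8e), the 14 genes with more than 6000 reads in all had a median SD of 0.04 on the log2 scale (n = 3 replicates per group), where counting noise alone gives 0.03.

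**Figure D1:**
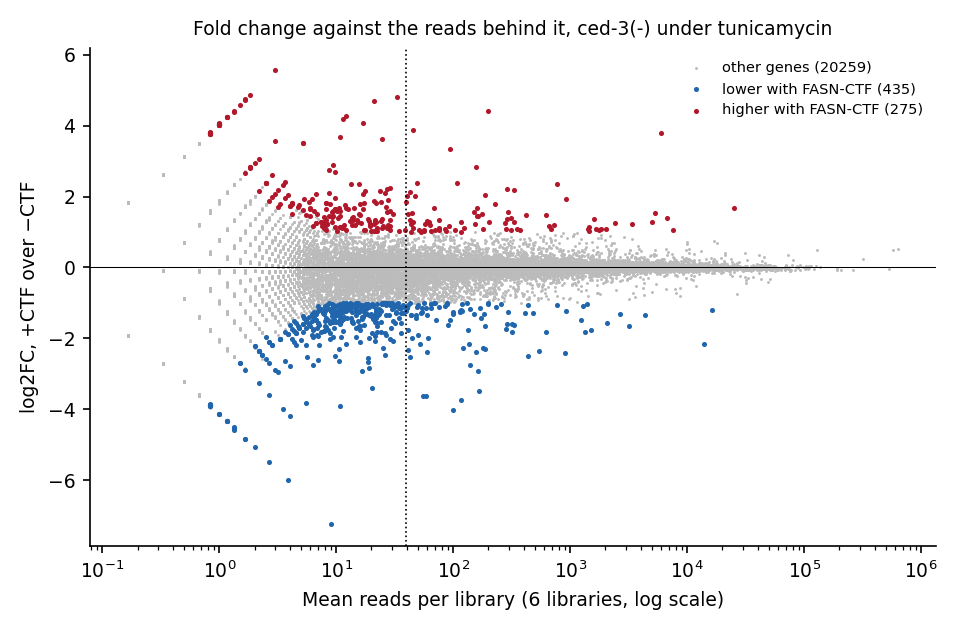
The log2FC (+CTF over −CTF) of each of 20969 genes in the authors' deposited table is plotted against its mean number of reads per library on a log scale. Grey points are the 20259 other genes, blue points the 435 genes lower and red points the 275 genes higher with FASN-CTF past the thresholds, and the dotted line marks 39.5 reads per library, where logCPM is 0. Most of the coloured points lie to the left of that line.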

To analyse the impact of both FASN NTFs and CTFs in stress resolution, we tested the effects of expressing either fragment in *ced-3(-)* null mutants upon stress (Fig. 4b,c). We found that the expression of FASN-CTF is sufficient to resolve the enhanced stress responsiveness of the *ced-3(-)* mutant, whereas the NTF is not (Fig. 4b,c). Moreover, tissue-specific expression of FASN-CTF in either the intestine or muscle (Extended Data Fig. 8c) also decreased the heightened induction of the intestinal HSP-4p::GFP of the *ced-3(-)* mutant (Fig. 4d,e). Therefore, we concluded that FASN-CTF can function cell non-autonomously to decrease the stress response.

Because FASN is an essential gene for de novo fatty acid synthesis and loss of FASN-1 causes developmental arrest in *C.* *elegans*^5,23^, we wanted to determine whether the FASN-CTF works in a dominant negative manner to inhibit full-length FASN de novo fatty acid synthesis. As loss of FASN function compromises development, we measured the growth rate of animals with and without CTF expression to assess the impact on development. We found that animals expressing FASN-CTF had no growth delay compared to animals not expressing the CTF (Fig. 4f). These findings suggest that the FASN-CTF functions to decrease stress response without compromising essential de novo fatty acid synthesis function of FASN during development.

### FASN-CTF promotes anti-inflammatory profile

To further investigate the impact of FASN-CTF on gene expression, we performed mRNA-seq analysis (Supplementary Data 2). 

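Whole-animal RNA was sequenced from *ced-3(-)* animals of a single strain, which carries the FASN-CTF under the *eft-3* promoter with a degron, the plant auxin receptor TIR1 and the HSP-4p::GFP reporter. There were 3 biological replicates with the CTF protein degraded (−CTF) and 3 with the CTF protein present (+CTF), and all 6 were exposed to tunicamycin at 4 µg/ml for 12 h by the sample labels. By the same labels, the −CTF animals were kept on the synthetic auxin K-NAA with mock RNAi, at 0.5 mM in the paper's methods, and the +CTF animals were kept without K-NAA on bacteria for RNAi against TIR1, so that both differences accompany the CTF protein in every comparison. The authors trimmed the single-end reads of 76 bases, aligned them with STAR, list a Picard step that removes duplicates, counted reads per gene with featureCounts and compared the groups with a likelihood-ratio test in edgeR. The values used here are the authors' deposited table of that comparison, which gives the log2FC, the average log2 of the counts scaled to library size (logCPM), the likelihood ratio, the p-value and the FDR of 20969 genes and no value for a single sample. Its fold changes are −CTF over +CTF and were reversed, so that a negative log2FC is lower with FASN-CTF. The depth was recovered from the steps of the lowest values, because the authors' software adds a fixed prior count of 2 before taking logs and 1 read in 1 of the 6 libraries gives the smallest value possible. These steps gave an estimated mean effective library of 41466101 reads on genes, 43059838 in the +CTF group and 39872365 in the −CTF group, and the reads recovered for all genes summed to 41470556 per library. The 1424 genes with a single read fell on 6 steps of 191 to 297 genes, 1 step for each library, which were not matched to replicate numbers. For the 7831 genes with fewer than 100 reads, the recovered total lay within 0.1 of a whole read in 100% and the recovered +CTF total within 0.2 in 99.1%. Reads per library below are these group totals divided by 3, without correction for the difference in depth. The *fasn-1* transcript, whose reads can come from the gene and from the transgene and which does not measure the CTF protein, had a log2FC of 0.31 (FDR = 6.39e-18) in the authors' deposited table, with 51937 reads per +CTF library and 38889 per −CTF library. The *ced-3* transcript had a log2FC of 0.05 (FDR = 0.328) and *ced-4* one of 0.03 (FDR = 0.676) in the authors' deposited table. At the paper's thresholds of FDR < 0.1 and |log2FC| > 1, the authors' deposited table gave 710 genes, 275 higher and 435 lower with FASN-CTF, and the FDR recomputed from the likelihood ratios by the Benjamini-Hochberg method gave the same values. The genes past the thresholds included 647 that RefSeq lists as protein coding. Without the threshold on the fold change this number rose to 3818 genes, 1950 higher and 1868 lower, and with a logCPM above 1 it fell to 115 genes, while a coefficient of variation between replicates set to at least 0.4, a setting chosen after seeing the data, moved it most as a ratio, to 89.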

We found that with ER stress, expressing the CTF in *ced-3(-)* decreased expression of genes enriched for pathogen defence and IRE1-mediated unfolded protein response (UPR) (Fig. 4g and Extended Data Fig. 8d,e). 

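The heat map of pathogen-defence genes lists 37 genes, and all 37 were found in the authors' deposited table with FDR < 0.1 and |log2FC| > 1. The largest decreases were in the caenacins *cnc-6* and *cnc-1*, which encode antimicrobial peptides, and in *C18D11.6*. The log2FC of *cnc-6* was −4.01 (FDR = 4.46e-102) in the authors' deposited table, with 12.3 reads per +CTF library and 186 per −CTF library. For *cnc-1*, 1.33 reads per +CTF library stood against 20.0 per −CTF library, which makes it at least 7.20-fold lower (FDR = 1.69e-11 in the authors' deposited table). For *C18D11.6* the authors' deposited table gave a log2FC of −2.93 (FDR = 3.76e-65), from 40.3 and 285 reads per library. The largest increase in the list was in *acdh-1*, an acyl-CoA dehydrogenase, with a log2FC of 3.80 and the largest likelihood ratio of any gene, 9791, in the authors' deposited table. It had 11304 reads per +CTF library and 750.4 per −CTF library, and the paper's replicate values have an SD of 0.05 in the +CTF group (n = 3) and 0.03 in the −CTF group (n = 3). The other large increases were in *hrg-3*, with a log2FC of 2.22 (FDR = 9.34e-87) in the authors' deposited table, and in *ilys-2*, at least 3.40-fold higher on 2.33 reads per −CTF library. The heat map of the IRE1-mediated UPR lists 10 genes. The largest decreases among them were in *sdz-35*, *F22E5.6* and *lips-11*, with log2FC of −2.77, −2.38 and −2.27 in the authors' deposited table. *Y41C4A.11* had the most significant one, with a log2FC of −2.17 and a likelihood ratio of 5755 in the authors' deposited table, from 5439 reads per +CTF library and 22663 per −CTF library. *hsp-16.41* and *cdr-4* are in both lists. The full set of annotated genes behind the enrichment was not used here, so the enrichment itself was not recomputed. As a check that needs no annotation, all 152 gene families with a shared name and at least 10 members were tested for an excess of genes past the thresholds against all other genes in the table (two-sided Fisher's exact test with Benjamini-Hochberg adjustment). Apart from the *cyp* genes, an excess was found in 2 families. The *asp* family of aspartate peptidases had 5 of 17 members past the thresholds, 2 lower and 3 higher (adjusted p = 0.0147, Fisher's exact test). The *cnc* family had 4 of 11 members past the thresholds, all 4 lower (adjusted p = 0.018, Fisher's exact test). The *hsp* family, with 4 of 16, all 4 lower, did not pass 0.05 (adjusted p = 0.0521, Fisher's exact test). With the 141 families of genes with at least 5 reads in all as the background, a setting chosen after seeing the data, the number with an excess was 3 as well. Among genes with a logCPM above 0 the *hsp* family passed with 4 of 16 (adjusted p = 0.00252, Fisher's exact test), and the *cnc* family, with 6 members left, was too small to be tested.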

We also saw mixed alterations in genes enriched for cytochrome P450 and lipid metabolism. 

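Of the 29 cytochrome P450 genes in the heat map, 14 were lower and 15 higher with FASN-CTF in the authors' deposited table, and 15 of the 29 did not reach |log2FC| > 1. The lower ones were led by the *cyp-35A* genes. The authors' deposited table gave a log2FC of −2.07 (FDR = 1.27e-09) for *cyp-35A1*, of −1.83 (FDR = 1.89e-156) for *cyp-35A4* and of −1.65 for *cyp-35A3*, which had 1634 reads per +CTF library and 4736 per −CTF library. All 5 *cyp-35A* genes in the table were lower, and these close relatives can share reads. The largest increases were in *cyp-14A1*, with a log2FC of 2.21 (FDR = 8.93e-13), and *cyp-13A7*, with one of 2.12 (FDR = 6.51e-18), in the authors' deposited table. *cyp-13A11*, on 15 reads in all, was at least 1.34-fold higher against the floor of 3 reads per library (FDR = 0.0869 in the authors' deposited table). Its groups overlap in the paper's replicate values, with 0.51 in a +CTF replicate, 0.69 in a −CTF replicate and 1 blank, so its increase is uncertain. Past the thresholds, 5 of 14 listed genes were lower, against 61.8% of the other genes (two-sided Fisher's exact test, p = 0.0557). Over all 74 *cyp* genes, called or not, the median log2FC was 0.06, at the 99.2 percentile of 10000 random lists matched on logCPM (two-sided permutation test, p = 0.0156), and it was 0.06 with genes at the limit of 3 reads per library set to their bounds. Over the 41 *cyp* genes with a logCPM above 0 it was 0.02 (p = 0.689, permutation test as before). The *cyp* family had the smallest p for an excess of genes past the thresholds among the families tested over all genes, though not the largest share, with 14 of 74 (adjusted p = 2.42e-05, two-sided Fisher's exact test with Benjamini-Hochberg adjustment). The lipid catabolism heat map holds 9 genes, 5 lower and 4 higher. *lips-11* and *lipl-4* were lower, the latter with a log2FC of −1.99 (FDR = 2.26e-25) in the authors' deposited table, from 26.0 and 96.3 reads per library, and *ZK262.3* was at least 3.60-fold lower. *lipl-3* was higher, with 14.3 reads per +CTF library against 3.00 per −CTF library, and *lips-9* and *F49E10.2* had log2FC of 1.65 and 1.64 in the authors' deposited table. The share of lower genes was 55.6%, against 61.3% of the other genes past the thresholds (p = 0.74, Fisher's exact test).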

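Among the 37 pathogen-defence genes of the heat map, 29 were lower and 8 higher with FASN-CTF in the authors' deposited table. Because genes were listed only if they passed the thresholds on these same samples, their direction was compared with that of the other genes past the thresholds, which is not independent evidence of a change. The share of lower genes was 78.4% in the list and 60.3% among the others (two-sided Fisher's exact test, p = 0.0363, and 0.115 after Benjamini-Hochberg adjustment over the 16 heat-map lists). All 10 listed UPR genes were lower, against 60.7% of the others (p = 0.00835, adjusted p = 0.0442, Fisher's exact test). With only genes of logCPM above 0 kept, 17 of 21 pathogen-defence genes and 10 of 10 UPR genes were lower. In the paper's own replicate values (Extended Data Fig. 8e), 33 of the 34 pathogen-defence genes with a value for every replicate showed no overlap between the 3 −CTF and the 3 +CTF replicates, as did 10 of 10 UPR genes. Chance gives no overlap in 10% of genes that were not chosen on the same samples, with 3 samples against 3, whereas these genes were listed for a difference between these very samples, and the smallest two-sided p of an exact permutation test in that design is 0.1. The median SD between those replicates was 0.16 on the log2 scale for the pathogen-defence genes and 0.11 for the UPR genes.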

Genes in pathogen defence and UPR were almost all downregulated by FASN-CTF (Fig. 4g and Extended Data Fig. 8d,e). Finding suppression of immune and stress-responsive gene expression suggests a strong anti-inflammatory-type function for the FASN-CTF.

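Genes for stress responses listed by function, whether or not they passed the thresholds, were taken as further lists, some of whose members are also in the heat maps. *hsp-4*, the ER chaperone gene behind the HSP-4p::GFP reporter, had a log2FC of −0.45 (FDR = 3.91e-42) in the authors' deposited table, from 27972 reads per +CTF library and 35280 per −CTF library. Of 19 ER chaperone and UPR genes found, 18 were lower, 14 of them with FDR < 0.1 over all genes and 14 when adjusted over the list alone, and none reached |log2FC| > 1. Their median log2FC was −0.14, below all 10000 random lists matched on logCPM (two-sided permutation test, p = 0.0002, the smallest these lists can give). UPR genes can change together while the random lists hold unrelated genes, so this p-value does not measure the spread between replicates. Against random lists not matched on logCPM, the same median had p = 0.065 (permutation test). The largest decrease among them was in *pdi-6*, with a log2FC of −0.53 (FDR = 1.4e-86) in the authors' deposited table, and *xbp-1* had one of −0.10 (FDR = 0.002). None of the 10 UPR genes of the heat map is in this list. Of 8 cytosolic heat-shock genes, 6 were lower with FDR < 0.1 over all genes and 6 when adjusted over the list alone, with an interquartile range of the log2FC from −1.63 to −0.09, and *hsp-16.41*, *hsp-70* and *hsp-16.2*, all in the heat-stress heat map, passed the thresholds, the last with a log2FC of −1.73 (FDR = 9.57e-79) in the authors' deposited table. The copies *F44E5.4* and *F44E5.5*, both among these 6 lower genes, each have 280 reads, with 32.7 per +CTF library and 60.6 per −CTF library. The same reads may have been counted for both copies, so they do not count as independent genes. The mitochondrial chaperone genes *hsp-6* and *hsp-60* had log2FC of 0.06 and 0.05 in the authors' deposited table, neither with FDR < 0.1 over all genes and 1 of them when adjusted over the list alone. Of the epidermal antimicrobial peptide genes, *nlp-29* had a log2FC of −0.90 (FDR = 2.5e-23) and *nlp-31* one of −0.85 (FDR = 1.09e-17) in the authors' deposited table, while *gpdh-1*, an osmotic response gene, had one of 1.40 (FDR = 5.74e-38). From the lower expression of immune and stress-responsive genes, the paper proposes an anti-inflammatory type of function for FASN-CTF.

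**Figure D2:**
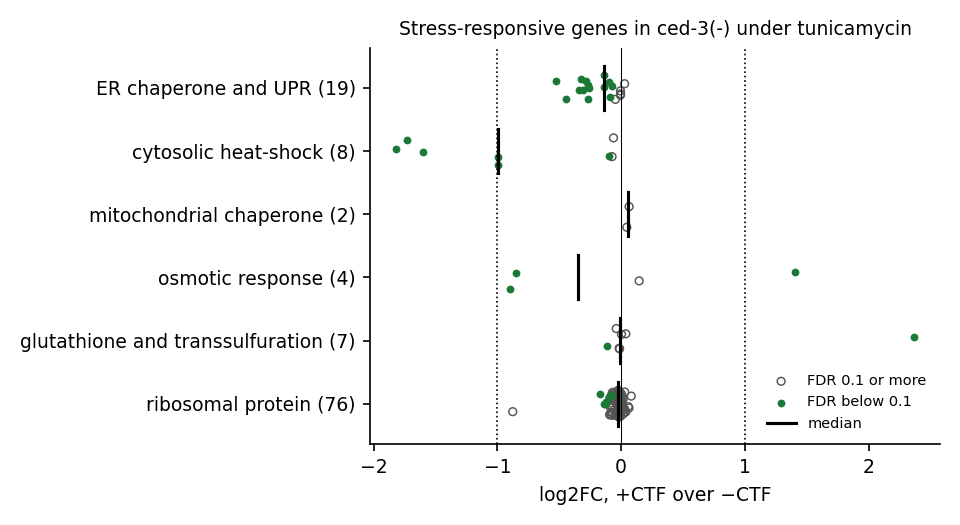
Each point is the log2FC (+CTF over −CTF) of a gene in the authors' deposited table, in 6 gene lists written by function, with the number of genes in parentheses. Filled points have FDR below 0.1, black bars are medians and dotted lines mark a log2FC of −1 and 1. The 19 ER chaperone and UPR genes lie between −0.53 and 0.03, and the 76 ribosomal protein genes have a median of −0.02.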

To overcome limitations of BLAST-based Gene Ontology enrichment, we also used the WormCat gene set enrichment analysis tool to analyse these genes in more detail^24^. WormCat also identified pathogen response, heat stress, cellular detoxification and lipid metabolism as highly enriched (Fig. 4h). In addition, the new analysis identified an enrichment of a large set of genes with no functional assignment but regulated by multiple stresses (Fig. 4h). 

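All genes in the WormCat heat maps were matched to the authors' deposited table, and the direction of each category was compared with that of the other genes past the thresholds. Among 22 pathogen response genes 12 were lower and 10 higher (54.5% lower against 61.5%, two-sided Fisher's exact test, p = 0.513), and 12 of the 22 are also among the pathogen-defence genes of the other tool. All 4 heat stress genes were lower (p = 0.162, Fisher's exact test), with log2FC from −1.82 to −1.03 in the authors' deposited table. The 24 detoxification genes had 12 lower and 12 higher members (p = 0.288, Fisher's exact test), and the 25 lipid metabolism genes 12 lower and 13 higher (p = 0.209, Fisher's exact test). In whole families, whether called or not, 23 *ugt* genes were higher and 8 lower among those with FDR < 0.1 in the authors' deposited table, out of 65, and 9 *gst* genes were higher and 8 lower, out of 44. Of the 14 C-type lectin genes in the heat map, 8 were lower and 6 higher (p = 0.786, Fisher's exact test). These 14 are the members of the *clec* family past the thresholds, out of 194 in the table (adjusted p = 0.167 over 152 families, two-sided Fisher's exact test). With a logCPM above 0 the *clec* family had 6 of 64 past the thresholds, 3 lower and 3 higher (adjusted p = 0.00981, Fisher's exact test).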

More than 70% of these genes were downregulated with the expression of FASN-CTF. Moreover, WormCat analysis revealed new enrichment for transmembrane proteins, proteolysis factors and tyrosine phosphatase, suggesting a possible role of FASN-CTF in cellular remodeling and signaling.

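The list of unassigned genes regulated by multiple stresses holds 129 genes, of which 93 were lower and 36 higher with FASN-CTF in the authors' deposited table. The share of lower genes was 72.1%, against 58.9% of the 581 other genes past the thresholds (two-sided Fisher's exact test, p = 0.00516, and 0.0413 after Benjamini-Hochberg adjustment over the 16 lists). The median of their reads was 94 in all 6 libraries together. In 19 of the 129 genes one group had at most 3 reads per library, and in 2 of these both groups did. At FDR < 0.01 in place of 0.1, 54 of 78 genes were lower (69.2%, Fisher's exact test, p = 0.0745). Among the 28 genes with a logCPM above 0, 16 were lower (57.1%, against 52.0% of the others, Fisher's exact test, p = 0.683).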

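The 64 transmembrane genes without further assignment had 47 lower and 17 higher members in the authors' deposited table (73.4% lower, against 60.1% of the other genes past the thresholds, two-sided Fisher's exact test, p = 0.0431, adjusted p = 0.115). Of these 64 genes, 30 had fewer than 50 reads in all. The 21 genes listed as transmembrane receptors went the other way, with 7 lower and 14 higher (p = 0.011, adjusted p = 0.0442, Fisher's exact test), and in 13 of them one group had at most 3 reads per library, in 7 both groups. Among proteolysis genes, 2 of 7 aspartate peptidase genes and 6 of 10 metallopeptidase genes were lower (p = 0.115 and p = 1, Fisher's exact test). *asp-10* had a log2FC of 1.68 in the authors' deposited table, from 38732 reads per +CTF library and 11175 per −CTF library. *cpr-4*, which the heat map places among the aspartate peptidase genes, had a log2FC of 1.40 in the authors' deposited table, from 10033 and 3532 reads per library. All 16 phosphatase genes were lower, against 60.4% of the others (p = 0.000424, adjusted p = 0.00678, two-sided Fisher's exact test). Their median log2FC was −1.22 in the authors' deposited table, and the median of their reads was 106.5 in all 6 libraries together. The 8 hedgehog-like genes were split, with 4 lower and 4 higher.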

We also analysed the metabolic impact of expressing FASN-CTF on *ced-3(-)* and wild-type animals under ER stress using targeted metabolomics (Supplementary Data 3 and Extended Data Fig. 8f,g). Of note, we found elevated NAC antioxidant with FASN-CTF expression in *ced-3(-)* under ER stress but not in wild-type animals (Fig. 4i and Extended Data Fig. 8h). This finding was consistent with our observation that supplementing NAC reduces the heightened ER stress response in *ced-3(-)* null mutants but not wild-type animals (Fig. 3l and Extended Data Fig. 7a).

We also found that *ced-3(-)* null mutants with ectopic expression of FASN-CTF had altered enrichments for metabolites in multiple energy production pathways (Extended Data Fig. 8i). Specifically, when expressing FASN-CTF in *ced-3(-)* null mutants, of metabolites tested, most of the glycolysis and tricarboxylic acid cycle pathway metabolites were decreased (Fig. 4j). Conversely, almost all the carnitine species, hydroxy-fatty acids and phospholipids tested were increased with FASN-CTF expression (Fig. 4j), suggesting the possibility of altered fatty acid oxidation. With intact CED-3 function in wild-type animals, the FASN-CTF had a much less-pronounced impact on the metabolic profile with a mild increase in carnitine metabolites (Extended Data Fig. 8j), suggesting that the CTF-mediated metabolic changes suppress the lack of CED-3 function.

To address the possibility of altered respiration, we tested the impact of FASN-CTF on oxygen consumption rate (OCR) but did not observe any obvious alteration of *ced-3(-)* with or without CTF expression (Extended Data Fig. 8k), suggesting that substrate switching rather than altered metabolic rates may be more predominate. Altogether, we found that expressing FASN-CTF attenuates stress-responsive gene programs, elevates reducing metabolites and, notably, shifts metabolic substrate composition with elevated soluble lipids.

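For the genes behind reducing metabolites and lipids, the same table gives the change at the transcript level. Of 7 glutathione and transsulfuration genes, *cth-1* was the only one past the thresholds, with a log2FC of 2.36 (FDR = 1.79e-198) in the authors' deposited table, from 1319 reads per +CTF library and 237 per −CTF library. The other 6 lay between −0.12 and 0.04, and *gcs-1* had an FDR of 0.478. The lowest of these 6, *cth-2*, had a log2FC of −0.12 (FDR = 0.00104) in the authors' deposited table. With 6252 reads per +CTF library and 6283 per −CTF library, *cth-2* was more abundant than *cth-1*. Over 23 genes of fatty acid synthesis, lipid droplets and lipid breakdown, the median log2FC was 0.09 (two-sided permutation test over 10000 random lists matched on logCPM, p = 0.0002, the smallest they can give). At FDR < 0.1, 12 genes were higher and 3 lower over all genes, and 13 higher and 3 lower when adjusted over the list alone. The list holds the *lipl* lipase genes, *acs-2* and *cpt-1*, so its median does not stand for synthesis alone. Among the 12 higher genes is *fasn-1*, whose reads can come from the transgene. With random lists matched on exon length the permutation test gave p = 0.03. Among the higher genes, *acs-2* had a log2FC of 1.56 (FDR = 7.55e-30), *lipl-5* one of 0.70 (FDR = 5.54e-111) and *elo-6* one of 0.38 (FDR = 2.29e-21) in the authors' deposited table. The 3 lower genes were *lipl-4*, *fat-2* and *fat-3*. Their log2FC were −1.99 (FDR = 2.26e-25), −0.18 (FDR = 6.03e-06) and −0.10 (FDR = 0.056) in the authors' deposited table. The lipid droplet gene *dhs-3* had a log2FC of 0.07 (FDR = 0.275), *atgl-1* one of 0.01 (FDR = 0.781) and *cpt-1* one of −0.05 (FDR = 0.33) in the authors' deposited table.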

### FASN-CTF resolves stress-induced lipid droplets

Lipid droplets serve as readouts of stress responses as they play essential roles in mitigating stress responses, integrating lipid metabolism with energy homeostasis, supporting proteostasis during stress responses, sequestering reactive oxidizing species and supporting immune signaling^25–27^. To observe intestine-specific lipid droplets, we used the DHS-3::GFP fusion protein as a previously established marker in *C.* *elegans*^28^. Without stress treatment, *ced-3(-)* null and *fasn-1(D/E)* mutants had no effect on basal lipid droplet intensity as visualized by DHS-3::GFP (no stress; Fig. 5a). With challenges from ER, osmotic and ROS stress, *ced-3(-)* and *fasn-1(D/E)* mutants had a marked increase in lipid droplet intensity (Fig. 5a,b) but had no impact on the DHS-3::GFP protein levels (Extended Data Fig. 9a), suggesting increased accumulation of lipid droplets in *ced-3(-)* and *fasn-1(D/E)* mutants with stress treatments.

**Fig. 5:**
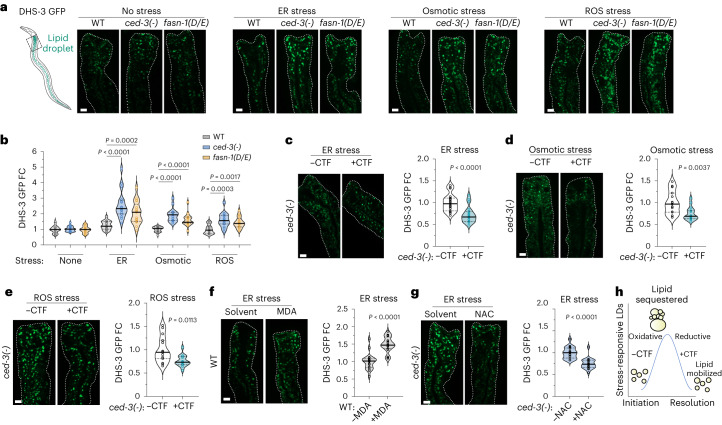
FASN-CTF resolves stress-induced lipid droplets. **a**,**b**, Lipid droplets visualized (**a**) and quantified (**b**) in the same region of intestine by DHS-3::GFP marker intensity under ER, osmotic and ROS stresses. *n* = 15 for osmotic and ROS, *n* = 16 for no treatment and ER stress except *fasn-1(D/E)* *n* = 17 animals per condition. **c**–**e**, Lipid droplets with expression of FASN-CTF in *ced-3(-)* mutant animals under ER stress, *n* = 19 animals (**c**), osmotic stress, *n* = 15 animals (**d**) and ROS stress, *n* = 15 animals (**e**). **f**,**g**, Lipid droplets with supplementation of MDA in WT animals (**f**) and NAC in *ced-3(-)* animals (**g**) under ER stress. *n* = 19 animals on control and 20 animals on MDA. *n* = 17 animals on control and 19 animals on NAC. **h**, Diagram illustrating relationship of lipid droplet (LD) accumulation with CTF expression and cellular oxidative status. Scale bar, 10 μm (**a**,**c**–**g**). *P* values were calculated using a two-tailed Mann–Whitney *U*-test (**b**–**g**). Source data

We next tested whether expressing FASN-CTF would impact the lipid droplet dynamics of *ced-3(-)* mutants. We found that the FASN-CTF was able to ameliorate the heightened lipid droplet accumulation in *ced-3(-)* mutants with ER (Fig. 5c), osmotic (Fig. 5d) and ROS stressors (Fig. 5e). When expressing FASN-CTF in wild-type animals, there were no differences in lipid droplets with ER, osmotic or ROS stressors (Extended Data Fig. 9b–d). This was expected, given that wild-type animals have functional CED-3 and FASN-1.

Given the ability of the FASN-CTF to promote cellular reductive capacity, we further tested how lipid droplet dynamics were affected by altering cellular redox conditions. We found that supplementing wild-type animals with the lipid aldehyde metabolite MDA enhances lipid droplet accumulation under ER stress (Fig. 5f), whereas supplementation with the antioxidant NAC ameliorated lipid droplet accumulation in *ced-3(-)* mutants (Fig. 5g). These findings indicate that expressing FASN-CTF had similar effects on lipid droplet dynamics as restoring cellular redox (Fig. 5h).

### FASN-CTF KR activity signals stress resolution

Previous work identified point mutations that disrupt mammalian FASN enzymatic activity^1^. We introduced a transgene of FASN-CTF with point mutations of the highly conserved residues to inactivate each of the four domains in the FASN-CTF and referred to as FASN-CTF^4-KO^ (Fig. 6a). These residues were identified by homology to the human FASN (Extended Data Fig. 9e). FASN-CTF and FASN-CTF^4-KO^ were expressed at similar levels and were both responsive to auxin-induced degradation (Extended Data Fig. 9f). Analogous to FASN-CTF, expression of FASN-CTF^4-KO^ did not delay development under normal conditions, suggesting that it also does not impact endogenous FASN-1 function (Extended Data Fig. 9g). In contrast to FASN-CTF, expression of FASN-CTF^4-KO^ did not suppress the ER stress response as visualized by continued expression of HSP-4p::GFP (Fig. 6b and Extended Data Fig. 9h). Additionally, FASN-CTF^4-KO^ also did not ameliorate heightened lipid droplet accumulation (Fig. 6c and Extended Data Fig. 9i).

**Fig. 6:**
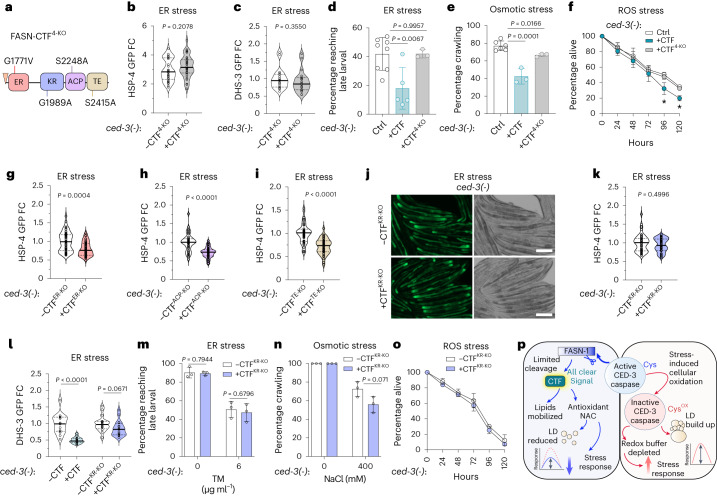
Impact of FASN-CTF enzymatic activity on pan-stress resolution and fitness. **a**, Diagram of FASN-CTF with four point mutations that inactivate the four conserved enzymatic domains (FASN-CTF^4-KO^). **b**, Induction of ER stress marker HSP-4p::GFP with expression of FASN-CTF^4-KO^ under ER stress in *ced-3(-)* mutant animals. *n* = 30 animals. **c**, Induction of LD marker DHS-3p::GFP with expression of FASN-CTF^4-KO^ under ER stress in *ced-3(-)* mutant animals. *n* = 18 animals. **d**–**f**, Artificially driving FASN-CTF expression during stress compromises survival. Developmental impact with either FASN-CTF or FASN-CTF^4-KO^ measured by developmental rate, motility and survival of *ced-3(-)* mutant animals under ER (**d**), osmotic (**e**) and ROS (**f**) stress conditions. *n* = 5 for CTF, *n* = 3 for CTF^4-KO^ and *n* = 8 for no CTF (Ctrl) biological replicates (**d**). Mean ± s.d. *n* = 3 for CTF and CTF^4-KO^ and *n* = 6 for no CTF biological replicates (**e**,**f**). Mean ± s.d. **g**–**i**, Quantification of HSP-4p::GFP with expression of FASN-CTF^ER-KO^ (enoyl reductase domain mutant) (**g**), FASN-CTF^ACP-KO^ (ACP domain mutant) (**h**) and FASN-CTF^TE-KO^ (TE domain mutant) (**i**) under ER stress in *ced-3(-)* mutant animals. *n* = 40 animals each. **j**,**k**, Image (**j**) and quantification (**k**) of HSP-4p::GFP with expression of FASN-CTF^KR-KO^ (KR domain mutant) under ER stress in *ced-3(-)* mutant animals. Scale bar, 200 μm. *n* = 40 animals each. **l**, Induction of LD marker DHS-3p::GFP with expression of FASN-CTF^KR-KO^ under ER stress in *ced-3(-)* mutant animals. *n* = 14 *ced-3(-)* with CTF, *n* = 15 *ced-3(-)* without CTF and *ced-3(-)* with or without CTF^4-KO^, *n* = 16 animals. **m**–**o**, Developmental impact with FASN-CTF^KR-KO^ measured by developmental rate, motility and survival of *ced-3(-)* mutant animals under ER (**m**), osmotic (**n**) and ROS (**o**) stress conditions. *n* = 3 biological replicates (**m**–**o**). Mean ± s.d. *P* values were obtained by two-tailed Mann–Whitney *U*-test (**b**,**c**,**g**–**i**,**k**,**l**) and unpaired, two-tailed *t*-test (**d**–**f**,**m**–**o**). **p**, Diagram illustrating the model of caspase CED-3 acting as stress sensor, generating FASN-CTF through cleavage of FASN to attenuate the stress response. Source data

To distinguish whether the FASN-CTF functions more as an effector to mitigate stress or more as a signal to scale down stress responses, we assayed developmental progression under ER stress. We found that expression of FASN-CTF led to more stalled development for the *ced-3(-)* mutants in the presence of ER stress (+CTF; Fig. 6d). In contrast, FASN-CTF^4-KO^ behaved similar to *ced-3(-)* mutants (+CTF^4-KO^; Fig. 6d). Similarly, expression of FASN-CTF led to less motility under osmotic stress (Fig. 6e) and fewer survivors under ROS stress (Fig. 6f). Because expressing FASN-CTF decreased overall fitness of *ced-3(-)* mutants under diverse stress conditions, we concluded that the presence of FASN-CTF before stress mitigation compromises survival as it provides a premature stress-resolution signal.

These results suggest that catalytic activity of FASN-CTF is required for its function in attenuation of the stress response. To distinguish whether all four CTF domains or a specific domain were required, we generated single mutants to disrupt each of the enzymatic activities, including the enoyl reductase, KR, ACP and TE domains (Extended Data Fig. 10a) as these were mutated in the combined CTF 4-KO construct (Extended Data Fig. 10a). We found that each of the single mutants was expressed to similar extents as wild-type CTF and degraded in an auxin-dependent manner similar to wild-type CTF (Extended Data Fig. 10b,c). Elimination of the enoyl reductase, ACP or TE activities individually still allowed for suppression of HSP-4p::GFP induction (Fig. 6g–i and Extended Data Fig. 10d,e); however, disruption of either the enoyl reductase and KR domains jointly (2KO) or the KR domain alone (KR-KO) each abrogated the CTF suppression of HSP-4p::GFP induction (Fig. 6j,k and Extended Data Fig. 10d,f). Moreover, the KR domain single mutant failed to suppress accumulated lipid droplets (Fig. 6l and Extended Data Fig. 10g). In contrast to wild-type CTF, there was also no difference for *ced-3(-)* mutants expressing the CTF KR-KO domain single mutant when challenged with ER stress (Fig. 6m), osmotic stress (Fig. 6n) or ROS stress (Fig. 6o). Altogether, our findings suggest that the KR domain is critical for the FASN-CTF stress-suppression function.

In conclusion, we propose that FASN-CTF is generated by caspase cleavage in a redox-dependent manner. Under stress conditions, a more-oxidative cellular environment renders CED-3 caspase less active, leading to depleted redox buffer, lipid droplet accumulation and an increased stress response. Once stress is mitigated, a less-oxidative cellular environment reactivates caspase and generates FASN-CTF through proteolytic cleavage of FASN. FASN-CTF functions as an ‘all clear’ signal to initiate a stress response attenuation program. As an all clear signal, FASN-CTF is sufficient to promote lipid mobilization and reduce lipid droplet accumulation as well as downregulate stress response genes. As a result, physiological adaptations are re-programmed for a non-stress state to support growth and homeostasis (Fig. 6p).

## Discussion

In this study, we are proposing that FASN cleavage is a sensor that gauges a stress-free state. Under wild-type conditions, following restoration of redox balance, caspase is reactivated, allowing for cleavage and generation of FASN-CTF to downregulate the stress response (Fig. 6p). Thus, if FASN-CTF expression was forced without mitigating a stressor, this would provide an inappropriate downregulation of the stress response and would be detrimental to survival. Enhancing stress responsiveness improves survival during stressful states but is detrimental during stress-free conditions (chronic stress response). Conversely, diminishing a stress response prematurely would be detrimental without complete removal of the stressor (blunted stress response). Thus, organisms benefit from robust stress responses balanced with stress-sensing mechanisms.

Previous work analysing cell death factors, including *ced-3* caspase and *ced-4* Apaf, enhanced survival under stressful conditions through an unknown mechanism^4^. More recent work using a tamoxifen-induced ROS model demonstrated that the extent of lipid oxidative stress is modulated by the interplay of dietary fatty acids, host fatty acid metabolism and cell death pathways^29^. These findings suggest that innate adaptive mechanisms and host–diet interactions further alter the trajectory of stress responses. Moreover, that recent study also provided a scenario whereby, in response to an injury, some components, including oxidative status and cell death machinery, could themselves be entangled^29^. Additional recent findings show that ROS acting on dietary lipids compromises germ cell survival via ferroptosis and this can be alleviated by antioxidants^30^. Our present findings show an interplay of cellular redox and caspase cleavage of FASN in the determination of stress responsiveness.

Lipid biosynthesis itself has a notable function in activating stress responses. Compromised de novo fatty acid synthesis by mutation of *fasn-1* enhanced the expression of antimicrobial genes in *C.* *elegans*^23^ and oxidative stress response genes in yeast^31^; however, lipid biosynthesis by FASN-1 was shown to be required to initiate the mitochondria-to-cytosolic stress response, triggering HSF-1 and DVE-1 transcriptional programs^32^. Moreover, FASN is required for diet-induced inflammatory signaling^33^ as well as axonal regeneration following nerve injury^34^. These seemingly contradictory findings suggest a complex role for FASN in stress responses, which could be explained by the established lipid synthesis role as well as the signaling that we find.

Lipid droplets reflect an integrated readout of the stress response, protecting cells from excessive free lipids, sequestering toxic lipids, buffering ER stress by deposition of unfolded proteins and even serving as platforms for immune signaling^26^. Under stress, cells have a net increase in lipid droplets and their diminution is consistent with a diminished stress response. Previous studies have elegantly elucidated the regulation of lipid droplet formation and dynamics of turnover^28,35–40^, yet many questions remain unanswered, particularly with regard to the order of events and which steps represent full or reversible commitment in lipid droplet formation, release and dissolution. Further, despite considerable work showing the protective effects of lipid droplet formation, recent work has shown that lipid droplets can also be toxic when formed in the wrong context, such as in the nucleus of certain cells^41^. In this study, we reveal heightened lipid droplet accumulation in *ced-3(-)* and *fasn-1(D/E)* mutants consistent with a chronic stress response phenotype. Further, the enhanced accumulation of droplets along with other stress markers was ameliorated in *ced-3(-)* mutants by expression of FASN-CTF. Although we do not know the mechanism of lipid droplet reduction, it represents a readout of stress resolution.

Alterations in lipid accumulation activate SKN-1 Nrf, which itself is critical in lipid homeostasis^42^. Redox-sensitive transcriptional programs are essential to initiate an antioxidant response that mitigates oxidative challenges^43,44^. Thus, a reversible sensor acting at the post-translational level would reinforce the dynamic sensing of stress responses, allowing for rapid sequestration of energy stores. Limiting lipid peroxidation is of paramount importance for cell survival during stress^45^. Thus, it is noteworthy that the fatty acid-synthesizing enzyme FASN would also have a stress-sensing function, signaling the all clear after stressful encounters have been attenuated. Additionally, a shift in redox is a general feature of many stressful and pathogenic states, making redox restoration coupled with lipid droplet dynamics an effective adaptive response for stress mitigation. Moreover, accurately gauging a response proportional to the challenge without mounting an excessive response allows cellular energy supplies to be conserved. Redox signaling is complex, in that the redox factors can take on multiple roles^46,47^.

Efforts to map the cysteinome have revealed an array of oxidized cysteine species and complex roles of cysteine redox in signaling, gene expression, cellular growth and stress responses^48,49^. Depending on the oxidation state, multiple cysteine oxidation species are reversible^50,51^; however, some cysteine oxidation forms are irreversible^50,51^. Following redox resolution by mechanisms including SKN-1 Nrf transcriptional regulation^43,44,52^, NADPH oxidase signaling^53^ and subsequent sulfide production^54^, cysteine redox balance is collectively restored and the caspase active-site cysteine would be reactivated and allow for normal lipid droplet dynamics. Therefore, caspase makes for an intriguing sensor of oxidation state where mitigation of ROS could restore activity and allow resumed proteolytic activity. Future work will need to delineate whether redox restoration alone is sufficient or whether other factors in addition to redox are also required to restore caspase activity following stress responses in vivo. Either way, our findings show that caspase activity is altered by stress conditions.

Animals have evolved signaling mechanisms ranging from lipid-derived ligands to phosphorylation cascades to protein–protein interactions. In many cases, the signaling molecule or interaction responsible for these functions is present at minute levels, yet has potent roles as pro-development or stress-activating cues. Solving each of these elegant signaling mechanisms as multi-step cascades represented considerable effort with numerous studies. Our present findings reveal an unexpected role of FASN in detecting stress levels via a redox-sensitive, caspase-dependent proteolytic generation of the FASN-CTF. Of the four domains located in the CTF, we find that only the KR domain is essential for the stress-suppression function. The canonical activity of the KR enzyme family is to reduce acetoacetyl groups to hydroxyacyl groups in an NADP-dependent manner. Whether or not that is the relevant function in stress suppression will require significant future study. We find that generation of the FASN-CTF is a strong stress-resolution cue. Generation of the FASN-CTF can even be detrimental with forced expression of FASN-CTF without mitigation of the stressor. The duality of FASN as a biosynthetic enzyme and a generator of the FASN-CTF stress-resolution cue suggests that FASN may have a broader role as a signaling hub integrating basic metabolic demands and stress inputs.

## Methods

### Maintenance of *C.elegans* strains

All strains were maintained well fed at 20 °C for more than five generations before the experiments. Standard OP50 NGM plates were used unless otherwise indicated. RNAi clones were expressed in HT115 bacteria seeded on plates with 200 µg ml^−1^ ampicillin and 1 mM IPTG. For auxin treatments, 0.5 mM K-NAA auxin analogue (QJ-3105 Combi-Blocks) was used for each plate and animals were treated for the indicated times. Supplementary Table 1 lists all strains used in the study.

### Stress treatment and metabolite supplementation

TM (T7765, Sigma-Aldrich) was dissolved in dimethylsulfoxide (DMSO) as a 5 mg ml^−1^ stock for ER stress. Sodium chloride (S7653, Sigma-Aldrich) was dissolved in H_2_O as a 4 M stock for osmotic stress. Paraquat (856177, Sigma-Aldrich) was dissolved in H_2_O as a 1 M stock for ROS stress. For metabolite supplementation, 20 mg ml^−1^ stock solutions were made for each of the following metabolites: sodium palmitate (P9767, Sigma-Aldrich, in 1% NP-40), NAC (A7250, Sigma-Aldrich, in DMSO), l-carnosine (C9625, Sigma-Aldrich, in H_2_O), MDA (63287, Sigma-Aldrich, in H_2_O) and tetrabutylammonium chloride (86870, Sigma-Aldrich, in H_2_O).

To make NGM/TM agar plates with stressors or metabolite supplements, stock solution was diluted in H_2_O to a final volume of 400 µl as a working solution. The working solution was spread on an empty NGM agar plate surface to make the indicated concentration. Bacteria OP50 or HT115 was seeded once the surface had dried. An equal volume of solvent was used as a control. All plates were made fresh before the stress test.

For HSP-4p::GFP, NLP-29p::GFP and GCS-1p::GFP reporter induction, the same number of animals (~300 animals) were placed on each NGM plate treated with individual stressors. All animals were incubated at 20 °C overnight or at the indicated time points before imaging.

For metabolite supplementation, synchronized late-L3 animals were placed on an NGM plate with individual metabolite supplementation or solvent control for 6 h. TM (6 μg ml^−1^) was then added on each plate to induce ER stress overnight before imaging the next day.

### Phenotypical assays to evaluate stress treatment

Percent crawling with osmotic stress was scored by counting the number of motile animals. An animal was considered non-motile if it did not show forward or backward motion for 5 s. Percent alive with paraquat stress was scored by counting the number of worms alive at the indicated hour. An animal was considered alive if it showed head motion and pharyngeal pumping for 5 s. Percent developed to L4 or young adult with TM treatment was scored by spotting L1 synchronous animals to indicated plates and counting animals reaching the fourth larval stage or young adult after 2.5 d following treatment with TM. The s.d. and mean values are shown throughout.

### Growth rate assay

Five gravid young adults were allowed to lay eggs on each plate synchronously with or without stressors and removed after 3 h. Animals were staged at 62–68 h when more than 80% control animals with no stress treatment reached young adulthood. Before testing, animals were maintained under stress-free conditions at 20 °C for multiple generations, including no starvation and no obvious contamination.

### RNAi screen

RNAi screening was performed on RNAi NGM agar plates. Animals were placed on RNAi plates and allowed to grow for 6 h. Plates were then treated with 400 µl diluted DMSO or TM (6 μg ml^−1^) and allowed to soak in for 30 min. The induction of HSP-4p::GFP was imaged 22 h later.

### Generation of CRISPR-Cas9 mutations

Dual HA-AID-tagged FASN-1 (HA::AID::GSGTGS::FASN-1::GSGTGS::AID::HA), caspase cleavage-resistant FASN-1 (D1593E) point mutation and CED-3::HA were generated using short-range HDR with *dpy-10* co-CRISPR method in the endogenous genomic locus. An extra single-copy transgene of FASN-NTF (HA::AID::GSGTGS::FASN-1 (aa2-aa1593)), FASN-NTF^Δlinker^ (HA::AID::GSGTGS::FASN-1 (aa2-aa1138)), FASN-1-CTF (FASN-1 (aa1594 to aa2613)::GSGTGS::AID::HA) and FASN-1-CTF^4-KO^ was inserted into Mos1 transposon site LGIII Mos1_oxTi444 or LGI Mos1_ttTi4348 using the SEC CRISPR-Cas9 method.

For cell autonomy testing, a body-wall muscle promoter (myo-3) and intestine promoter (ges-1) were used to drive the expression of FASN-CTF as extra single-copy transgenes. To generate these tissue-specific-expressing FASN-CTF strains, CRISPR mutagenesis was used to insert one extra copy of each transgene in the LGIII Mos1_oxTi444 transposon site and crossing each of them into a ced-3 null mutant expressing the HSP-4p::GFP reporter, respectively. Strain’s names, rescue templates and single-guide RNAs are shown in Supplementary Tables 1–3.

### Imaging

For imaging analysis, animals were immobilized with 5% sodium azide (UN3287 ICCA) at the indicated time point. For HSP-4p::GFP, NLP-29p::GFP and GCS-1p::GFP stress reporter inductions, images were acquired using an Axiozoom microscope (Zeiss). For DHS-3::GFP LD visualization, images were acquired using a Nomarski microscope (Zeiss running Zen v.2.5) with ApoTome. All fluorescence quantifications were processed using Fiji (ImageJ v.1.54f). For quantification, the animal boundary was defined using bright-field imaging and the mean pixel intensity was calculated using a fluorescent image taken with the same field of view. Quantification was presented as FC to WT animals at 0 h for a given treatment. For confocal microscopy of Grx1-GFP2 strains, images were acquired using a Zeiss LSM900 equipped with Airyscan 2, GaAsP PMT detectors and 405/488/561/640-nm lasers running Zen v.3.4. Specifically, excitation by a 405-nm laser and a 488-nm laser was performed in tandem to determine the relative fractions of oxidized and reduced Grx1-roGFP2, respectively. Emissions were detected by a GaAsP PMT with no filters.

### In vitro cleavage assay

Caspase cleavage reactions were performed as previously reported^55^. Purified human caspase-2 (R&D Systems 702-C2-010/CF), caspase-3 (R&D Systems 707-C3-010/CF) and caspase-8 (R&D Systems 705-C8-010/CF) were incubated with ^35^S-labelled FASN fragments at 30 °C temperature overnight. ^35^S-labelled substrates were synthesized fresh before cleavage reactions using a TNT system (Promega). Cleavage reactions were stopped by adding sample buffer and heating to 85 °C. Samples were resolved by SDS–PAGE on 4–16% gradient gels and dried before imaging.

### Western blot

Animals were washed off plates using M9 and snap frozen with liquid nitrogen. Pellets were sonicated in lysis buffer containing 10 mM Tris, pH 7.4, 1 mM EDTA, 150 mM NaCl, 0.5 % NP-40, Halt Protease and Phosphatase Inhibitor Cocktails (Fisher Scientific, PI78440) on ice. Approximately 5 μg of total protein was loaded per well and resolved on 4–20% gradient acrylamide gels. Anti-HA antibody from rabbit (Cell Signaling Technology, 3724S) was used at 1:1,000 dilution. Anti-actin (Bio-Rad, 12004163) antibody was used at 1:4,000 dilution for loading control.

### Immunoprecipitation of caspase

An HA tag was inserted at the C terminus of CED-3 using CRISPR mutagenesis. Because CED-3 expression is extremely low, HA immunoprecipitation (IP) was undertaken to observe the expression and processing of CED-3. Synchronized L4 was treated with 4 μg ml^−1^ TM for 18 h and 100 μl worm pellet was collected and snap frozen in liquid N_2_ for IP. The worm pellet was lysed using sonication and the protein concentration was determined using a BCA assay. IP was performed using HA tag (C29F4) rabbit monoclonal antibody (Cell Signaling Technology, 11846S) at 1:200 dilution for 4 h at 4 °C. Western blot was performed using mouse monoclonal antibody (Cell Signaling Technology, 2367S). Actin (Bio-Rad, 12004163) was used as a loading control of the input.

### Free fatty acid isotopologues

Synchronized L4 animals were collected and incubated with PBS in 50% deuterium-labelled water for 20 h with rotation. UV-killed bacteria were used as a food source to limit additional metabolism. Animals were collected in M9 and the worm pellet was snap frozen in liquid N_2_. Worms were lysed in 1 ml ice-cold 50% methanol with sonication and 1% BHT was added to prevent lipid oxidation. Free fatty acids were extracted by mixing 0.5 ml chloroform to each sample to reach a methanol:water:chloroform ratio of 1:1:1 (*v*/*v*/*v*). Samples were then spun at 1,000*g* for 5 min and the organic phases (lower) were collected and dried under air flow. Then, 100 µl 1 N HCl and 200 µl toluene were sequentially added with vortexing to each sample. After a brief spin, the toluene solution (top layer) was decanted into a fresh Eppendorf tube and evaporated to dryness. Then, 100 µl of TBDMS solution (Sigma) was added to each sample with vortexing and heated to 70 °C for 1 h for fatty acid derivatization. Samples were then transferred to gas chromatograph vials and run on an Agilent 6970 gas chromatograph networked to an Agilent 5973 Mass Selective Detector. Fragment ion *m*/*z* 313–329 was used to monitor enrichment in palmitate.

### Metabolomics

Synchronized very young adults before egg laying were collected using M9 and washed 2× with Milli-Q water. The worm pellet was about 100 mg wet weight. Then, 85% methanol (400 μl) was added with 0.1 mm zirconia beads (RPI 9833) for each extraction using a FastPrep-24 sample preparation system (MP Biomedicals). The supernatant was transferred to a clean tube after 1 min of 16,000*g* centrifugation. A BCA assay was used to determine the protein concentration. Samples were dried with a speed vacuum (Eppendorf) and resuspended in acetonitrile/water for metabolomics analysis.

Untargeted metabolomics was performed by Creative Proteomics. A targeted metabolomics screen was conducted by the University of Texas Southwestern (UTSW) CRI metabolomics core. A *t*-test was used to evaluate the significance in metabolite change between two sets of samples. The MetaboAnalyst (www.metaboanalyst.ca) pathway enrichment module was used for pathway analysis using the SMPDB. The ranking of the enrichment pathway was based on both *P* value and the percent of metabolites in a given pathway represented in the metabolomics panel. GraphPad was used for PCA and eigenvalue calculations.

### Seahorse measurement of oxygen consumption rate

Plates of synchronized adult worms were collected by washing with 1 ml M9 buffer. The worms were allowed to settle to the bottom by gravity and then rinsed three times with fresh M9 buffer to remove bacteria. The worms were then plated on sterile NGM plates in a 300-μl drop of M9 buffer. The worms were allowed to crawl out of the drop and then placed in a seahorse assay plate in 200 μl M9 buffer. Each well contained 40 adult worms. The worms were allowed to acclimate to the buffer for 30 min and then OCR was measured three times using a seahorse XFp. The amount of mitochondrial-specific respiration was determined by injecting sodium azide (40 mM final concentration) and measuring the residual OCR. Each data point represents the average of three OCR measurements. Each experiment contained three independent biological replicates.

### mRNA-seq

Synchronous young-adult-stage animals were collected in TRIzol reagent (Invitrogen, 15596-026). Total RNA was extracted and DNase treated. Three independent biological replicates of each treatment and genotype were collected. Libraries were generated, sequenced and analysed for differential gene expression by the UTSW McDermott Center Next-Generation Sequencing Core. For messenger RNA-seq, single-end 76-bp-read-length fastq files were checked for quality using fastqc (v.0.11.2) and fastq_screen (v.0.4.4). Reads were quality trimmed using fastq-mcf (ea-utils, v.1.1.2-806). Trimmed fastq files were mapped to the *C.* *elegans* genome using STAR (v.2.5.3a). Duplicate alignments were removed using Picard Tools (v.2.10). Read counts were generated using featureCounts (subread) for coding genes from iGenomes (RefSeq). Normalized read counts were generated using edgeR. WormBase gene set enrichment analysis tools were used for Gene Ontology analyses.

### DCP-Bio1 labelling and proteomic analysis

Primary cOBs were isolated as described previously^56^. cOBs were cultured with or without 250 μM H_2_O_2_ for 24 h before DCP-Bio1 labelling. DCP-Bio1 selectively reacts with cysteine sulfenic acid thus detecting oxidation products. Cells were scraped, lysed and reacted with the cysteine sulfenic acid probe, 3-(2,4-dioxocyclohexyl) propyl appended to biotin (DCP-Bio1) for 1.5 h in a modified lysis buffer containing 50 mM Tris-HCl (pH 7.5), 100 mM NaCl, 0.1% SDS, 0.5% sodium deoxycholate, 0.5% NP-40, 0.5% Triton X-100, 50 mM NaF, 1 mM phenylmethylsulfonyl fluoride, 1 mM DCP-Bio1, 100 µM diethylenetriamine pentaacetic acid, 10 mM *N*-ethylmaleimide, 10 mM iodoacetamide, 200 U ml^−1^ catalase and protease inhibitor cocktail. After centrifugation at 9,600*g* for 10 min, unreacted DCP-Bio1 in the supernatant was removed using Bio-Rad P6-Spin columns. DCP-Bio1-labelled proteins were immunoprecipitated using a Pierce Classic Magnetic IP kit and purified with 10% SDS–PAGE gel. Proteomic analysis of gel slices was performed by the University of Texas Southwestern Proteomics Core.

### Mouse fasting assay

Mice used in this study were all WT males on C57BL/6J background. Mice were housed in a specific pathogen-free facility with a 12-h light–dark cycle and fed with standard rodent chow ad libitum. The housing temperature range was 68–79 °F and humidity was 30–70%. During fasting, each mouse was individually caged with free access to water. Body weight was monitored every 24 h. Mice were killed at the end of 36 h of fasting. The liver was collected and snap frozen in liquid nitrogen. All animal use was approved by the Institutional Animal Care and Use Committee at the UTSW Medical Center.

### Statistics

Statistical analyses and *P* values are provided in figures, legends, Supplementary Data 1–3 and Source Data.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Reporting Summary

Supplementary Table 1 *C.* *elegans* strains used in this study.

Supplementary Table 2 Plasmids used in this study.

Supplementary Table 3 Oligonucleotides used in this study.

Supplementary Data 1 Untargeted metabolomics for wild-type, *ced-3(-)* and *fasn-1(D/E)* with no stress, ER, osmotic and ROS stress.

Supplementary Data 2 mRNA-seq differential expression of *ced-3(-)* with or without FASN-CTF expression under ER stress.

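Supplementary Data 2 gives, for each gene, the authors' fold change of −CTF over +CTF with its likelihood ratio, p-value and FDR, followed by the genes past the thresholds and the results of both enrichment tools. Its list of genes past the thresholds holds 697 genes, and all 697 are among the 710 genes past the same thresholds in the authors' deposited table. The 13 others include 10 piRNA genes.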

Supplementary Data 3 Targeted metabolomics for wild-type and *ced-3(-)* with or without FASN-CTF expression under ER stress.

## Source data

Source Data Fig. 1 Statistical Source Data.

Source Data Fig. 2 Unprocessed gels.

Source Data Fig. 2 Statistical Source Data.

Source Data Fig. 3 Unprocessed western blots.

Source Data Fig. 3 Statistical Source Data.

Source Data Fig. 4 Unprocessed western blots.

Source Data Fig. 4 Statistical Source Data.

Source Data Fig. 5 Statistical Source Data.

Source Data Fig. 6 Statistical Source Data.

Source Data Extended Data Fig. 1 Statistical Source Data.

Source Data Extended Data Fig. 2 Statistical Source Data.

Source Data Extended Data Fig. 3 Unprocessed western blots.

Source Data Extended Data Fig. 3 Statistical Source Data.

Source Data Extended Data Fig. 4 Unprocessed western blots.

Source Data Extended Data Fig. 4 Statistical Source Data.

Source Data Extended Data Fig. 5 Statistical Source Data.

Source Data Extended Data Fig. 6 Statistical Source Data.

Source Data Extended Data Fig. 7 Statistical Source Data.

Source Data Extended Data Fig. 8 Unprocessed western blots.

Source Data Extended Data Fig. 8 Statistical Source Data.

Source Data Extended Data Fig. 9 Unprocessed western blots.

Source Data Extended Data Fig. 9 Statistical Source Data.

Source Data Extended Data Fig. 10 Unprocessed western blots.

Source Data Extended Data Fig. 10 Statistical Source Data.

## Data Availability

The mRNA-seq data generated in this study have been deposited in the Gene Expression Omnibus database under accession code GSE226048. The remaining data generated in this study are provided in the Source Data file. Source data are provided with this paper.

# Supplementary material for: Proteolytic activation of fatty acid synthase signals pan-stress resolution
**Source:** Nat Metab. 2024 Jan 2;6(1):113–26. doi: 10.1038/s42255-023-00939-z
**Supplement:** Supplementary file 1 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | TraceFinder (ThermoScientific) for manual peak integration for metabolomics. Zeiss Zen Imaging software v_2.5 and v_3.4 Pro for image collection. BioRad ChemiDoc MP imaging system for Western. Typhoon FLA 7000 GE for phosphorimaging.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Data analysis   | GraphPad Prism 9 for statistics. MetaboAnalyst 5.0 ( <a href="https://www.metaboanalyst.ca">https://www.metaboanalyst.ca</a> ) for metabolomics. WormBase ( <a href="https://wormbase.org/">https://wormbase.org/</a> ) for gene enrichment analyses. For mRNA seq, single-end 76 bp read length Fastq files were checked for quality using fastqc (v0.11.2) and fastq_screen (v0.4.4). Reads were quality trimmed using fastq-mcf (ea-utils, v1.1.2-806). Trimmed fastq files were mapped to C elegans genome using STAR (v2.5.3a). Duplicate alignments were removed using picard-tools(v2.10). Read counts were generated using featureCounts (subread) for coding genes from igenomes (Refseq). Normalized read counts generated using edgeR. Fluorescence quantifications were processed using Fiji (1.54f) |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The mRNA-Seq data generated in this study have been deposited in the GEO database under accession code GSE226048. The remaining data generated in this study are provided in the Source Data file. Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to pre-determine sample sizes but our sample sizes are similar to those reported in previous publications.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Data exclusions | No data were excluded.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Replication     | For mRNA seq analyses, biological replicates of 3 samples with tens of thousands of worms in each replicate were used throughout.<br>For metabolomics, biological replicates of 5 to 6 samples with tens of thousands of worms in each replicate.<br>For image analyses, individual measurements of 6 to 40 animals were made for each condition depending on the assay.<br>For Seahorse experiments, 3 biological replicates with tens of thousands of worms in each replicate.<br>Phenotype assays had 3 to 5 replicates with around 100 animals per genotype for each experiment.<br>Growth assays had 5 replicates with 20 to 100 worms per replicate.<br>All experiments are replicated with measurements of independent biological replicates<br>All replicates data are shown throughout as either dot plots or bar with standard deviation.<br>All attempts at replication were successful. All data variation are shown throughout. |
| Randomization   | For experiments comparing strains with defined genetic background, randomization was not relevant.<br>For experiments comparing different treatments of the same genetic background, all worms used in the various conditions were derived from the same preceding parental plate.<br>If fluorescent markers were used for evaluation, animals were pre-selected under bright light only.<br>When only a portion of animals in the experiment were scored due to throughput limit of an assay (e.g. growth, survival, etc), animals were scored in a pre-determined grid from left to right and top to bottom order with all animals in the grid recorded and reported.                                                                                                                                                                                                                                                                      |
| Blinding        | Data collection and analysis were not performed blind to the conditions of the experiments.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |

# Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description | Briefly describe the study type including whether data are quantitative, qualitative, or mixed-methods (e.g. qualitative cross-sectional, quantitative experimental, mixed-methods case study).                                                                                                                                                                                                                                                                                 |
| Research sample   | State the research sample (e.g. Harvard university undergraduates, villagers in rural India) and provide relevant demographic information (e.g. age, sex) and indicate whether the sample is representative. Provide a rationale for the study sample chosen. For studies involving existing datasets, please describe the dataset and source.                                                                                                                                  |
| Sampling strategy | Describe the sampling procedure (e.g. random, snowball, stratified, convenience). Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient. For qualitative data, please indicate whether data saturation was considered, and what criteria were used to decide that no further sampling was needed. |
| Data collection   | Provide details about the data collection procedure, including the instruments or devices used to record the data (e.g. pen and paper, computer, eye tracker, video or audio equipment) whether anyone was present besides the participant(s) and the researcher, and whether the researcher was blind to experimental condition and/or the study hypothesis during data collection.                                                                                            |
| Timing            | Indicate the start and stop dates of data collection. If there is a gap between collection periods, state the dates for each sample cohort.                                                                                                                                                                                                                                                                                                                                     |
| Data exclusions   | If no data were excluded from the analyses, state so OR if data were excluded, provide the exact number of exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.                                                                                                                                                                                                                                                                |
| Non-participation | State how many participants dropped out/declined participation and the reason(s) given OR provide response rate OR state that no participants dropped out/declined participation.                                                                                                                                                                                                                                                                                               |
| Randomization     | If participants were not allocated into experimental groups, state so OR describe how participants were allocated to groups, and if allocation was not random, describe how covariates were controlled.                                                                                                                                                                                                                                                                         |

# Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                          |                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|--------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description        | Briefly describe the study. For quantitative data include treatment factors and interactions, design structure (e.g. factorial, nested, hierarchical), nature and number of experimental units and replicates.                                                                                                                                                                                                                                          |
| Research sample          | Describe the research sample (e.g. a group of tagged <i>Passer domesticus</i> , all <i>Stenocereus thurberi</i> within Organ Pipe Cactus National Monument), and provide a rationale for the sample choice. When relevant, describe the organism taxa, source, sex, age range and any manipulations. State what population the sample is meant to represent when applicable. For studies involving existing datasets, describe the data and its source. |
| Sampling strategy        | Note the sampling procedure. Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient.                                                                                                                                                                                       |
| Data collection          | Describe the data collection procedure, including who recorded the data and how.                                                                                                                                                                                                                                                                                                                                                                        |
| Timing and spatial scale | Indicate the start and stop dates of data collection, noting the frequency and periodicity of sampling and providing a rationale for these choices. If there is a gap between collection periods, state the dates for each sample cohort. Specify the spatial scale from which the data are taken                                                                                                                                                       |
| Data exclusions          | If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.                                                                                                                                                                                                                                                       |
| Reproducibility          | Describe the measures taken to verify the reproducibility of experimental findings. For each experiment, note whether any attempts to repeat the experiment failed OR state that all attempts to repeat the experiment were successful.                                                                                                                                                                                                                 |
| Randomization            | Describe how samples/organisms/participants were allocated into groups. If allocation was not random, describe how covariates were controlled. If this is not relevant to your study, explain why.                                                                                                                                                                                                                                                      |
| Blinding                 | Describe the extent of blinding used during data acquisition and analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.                                                                                                                                                                                                                                                                           |

Did the study involve field work? ☐ Yes ☒ No

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

- n/a ☐ Involved in the study
- ☐ ☒ Antibodies
- ☒ ☐ Eukaryotic cell lines
- ☒ ☐ Palaeontology and archaeology
- ☐ ☒ Animals and other organisms
- ☒ ☐ Clinical data
- ☒ ☐ Dual use research of concern
- ☒ ☐ Plants

## Methods

- n/a ☐ Involved in the study
- ☒ ☐ ChIP-seq
- ☒ ☐ Flow cytometry
- ☒ ☐ MRI-based neuroimaging

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | HA-Tag (C29F4) Rabbit mAb (Cell Signaling Technology, 3724S), hFAB™ Rhodamine Anti-Actin (Bio-Rad, 12004163), Mouse mAb (Cell Signaling Technology, 2367S)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Validation      | HA-Tag (C29F4) Rabbit mAb (Cell Signaling TechnologyCat#3724), Validation provided by supplier_ <a href="https://www.cellsignal.com/products/primary-antibodies/ha-tag-c29f4-rabbit-mab/3724">https://www.cellsignal.com/products/primary-antibodies/ha-tag-c29f4-rabbit-mab/3724</a> ; Validated in our lab for C elegans species in western blot (Extended Data Fig 3d).<br>hFAB™ Rhodamine Anti-Actin (Bio-RadCat#12004163), Validation provided by supplier_ <a href="https://www.bio-rad.com/en-us/sku/12004163-hfab-rhodamine-anti-actin-primary-antibody-200-ul?ID=12004163">https://www.bio-rad.com/en-us/sku/12004163-hfab-rhodamine-anti-actin-primary-antibody-200-ul?ID=12004163</a> ;<br>Mouse mAb (Cell Signaling Technology, 2367S), Validation provided by supplier_ <a href="https://www.cellsignal.com/products/primary-antibodies/ha-tag-6e2-mouse-mab/2367">https://www.cellsignal.com/products/primary-antibodies/ha-tag-6e2-mouse-mab/2367</a> |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                                                                                                                                  |
|----------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | <i>State the source of each cell line used and the sex of all primary cell lines and cells derived from human participants or vertebrate models.</i>                                                                             |
| Authentication                                                       | <i>Describe the authentication procedures for each cell line used OR declare that none of the cell lines used were authenticated.</i>                                                                                            |
| Mycoplasma contamination                                             | <i>Confirm that all cell lines tested negative for mycoplasma contamination OR describe the results of the testing for mycoplasma contamination OR declare that the cell lines were not tested for mycoplasma contamination.</i> |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | <i>Name any commonly misidentified cell lines used in the study and provide a rationale for their use.</i>                                                                                                                       |

## Palaeontology and Archaeology

|                                                                                                                                                 |                                                                                                                                                                                                                                                                                      |
|-------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Specimen provenance                                                                                                                             | <i>Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information). Permits should encompass collection and, where applicable, export.</i>       |
| Specimen deposition                                                                                                                             | <i>Indicate where the specimens have been deposited to permit free access by other researchers.</i>                                                                                                                                                                                  |
| Dating methods                                                                                                                                  | <i>If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.</i> |
| <input type="checkbox"/> Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information. |                                                                                                                                                                                                                                                                                      |
| Ethics oversight                                                                                                                                | <i>Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.</i>                                                                                                        |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C elegans strains originally derived from N2 Bristol background of 78 different genotypes used were used in this study. Strain names and genotypes provided in Supplementary Table.1. Ages of C elegans from hatching to day 1 young adult as indicated per experiment. Genotypes confirmed by sequence analysis with primers outside of the homologous region. Wild-type males on C57BL/6J mice were used. Age 16 weeks. |
| Wild animals            | No wild animals were used in the study                                                                                                                                                                                                                                                                                                                                                                                    |
| Reporting on sex        | C elegans hermaphrodites were used throughout. For mice, male mice were used.                                                                                                                                                                                                                                                                                                                                             |
| Field-collected samples | No field-collected samples were used in the study                                                                                                                                                                                                                                                                                                                                                                         |
| Ethics oversight        | All animal use was approved by the Institutional Animal Care and Use Committee (IACUC) at the University of Texas Southwestern Medical Center Dallas.                                                                                                                                                                                                                                                                     |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |                                                                                                                          |
|-----------------------------|--------------------------------------------------------------------------------------------------------------------------|
| Clinical trial registration | <i>Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.</i>                            |
| Study protocol              | <i>Note where the full trial protocol can be accessed OR if not available, explain why.</i>                              |
| Data collection             | <i>Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.</i> |
| Outcomes                    | <i>Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.</i>          |

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

| No                                  | Yes                                                 |
|-------------------------------------|-----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Public health              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> National security          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Crops and/or livestock     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Ecosystems                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other significant area |

## Experiments of concern

Does the work involve any of these experiments of concern:

| No                                  | Yes                                                                                                  |
|-------------------------------------|------------------------------------------------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied. |
| Authentication        | Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.                                                                                                                                                                                                                                       |

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                             |                                                                                                                                                                                                             |
|-------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br>May remain private before publication. | For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.                                         |
| Files in database submission                                | Provide a list of all files available in the database submission.                                                                                                                                           |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )      | Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents. |

### Methodology

|                         |                                                                                                                                                                             |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | Describe the experimental replicates, specifying number, type and replicate agreement.                                                                                      |
| Sequencing depth        | Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and whether they were paired- or single-end. |
| Antibodies              | Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.                                |
| Peak calling parameters | Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.                                   |
| Data quality            | Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.                                        |
| Software                | Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.        |

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

*Describe the sample preparation, detailing the biological source of the cells and any tissue processing steps used.*

Instrument

*Identify the instrument used for data collection, specifying make and model number.*

Software

*Describe the software used to collect and analyze the flow cytometry data. For custom code that has been deposited into a community repository, provide accession details.*

Cell population abundance

*Describe the abundance of the relevant cell populations within post-sort fractions, providing details on the purity of the samples and how it was determined.*

Gating strategy

*Describe the gating strategy used for all relevant experiments, specifying the preliminary FSC/SSC gates of the starting cell population, indicating where boundaries between "positive" and "negative" staining cell populations are defined.*

- ☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

Design type

*Indicate task or resting state; event-related or block design.*

Design specifications

*Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.*

Behavioral performance measures

*State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).*

### Acquisition

Imaging type(s)

*Specify: functional, structural, diffusion, perfusion.*

Field strength

*Specify in Tesla*

Sequence & imaging parameters

*Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.*

Area of acquisition

*State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.*

Diffusion MRI

☐ Used

☐ Not used

### Preprocessing

Preprocessing software

*Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).*

Normalization

*If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.*

Normalization template

*Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.*

Noise and artifact removal

*Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).*

Volume censoring

Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.

## Statistical modeling &amp; inference

Model type and settings

Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).

Effect(s) tested

Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference

Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.

(See [Eklund et al. 2016](#))

Correction

Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).

## Models &amp; analysis

n/a | Involved in the study

☐☐ Functional and/or effective connectivity☐☐ Graph analysis☐☐ Multivariate modeling or predictive analysis

Functional and/or effective connectivity

Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).

Graph analysis

Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).

Multivariate modeling and predictive analysis

Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.

How the deposited data were processed for this re-analysis (not part of the article)

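Whole *ced-3(-)* animals of a single strain with the FASN-CTF transgene were compared by mRNA-seq under tunicamycin, with 3 biological replicates in which the CTF protein was degraded (−CTF, K-NAA with mock RNAi) and 3 in which it was present (+CTF, RNAi against TIR1 without K-NAA). The authors trimmed and aligned the reads, counted them per gene on a RefSeq annotation and compared the groups with edgeR. The log2 values deposited by the authors are the fold change of −CTF over +CTF and the logCPM, which the authors' software averages over all 6 libraries after adding a prior count. The score in the authors' deposited table is the likelihood ratio of that comparison with 1 degree of freedom. The p-value and the FDR were made by the authors from the likelihood ratio before the table was deposited, and both were recomputed here with differences no larger than 6.63e-15. The table holds 0 columns of values per sample, so that no SD between replicates, no test on single samples and no new normalization could be computed from it.

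All fold changes were reversed to +CTF over −CTF. The authors' software writes the logCPM with a prior count of 2 and the fold change with one of 0.125 per library on average, and the lowest steps of the logCPM gave a prior of 2.00. From these priors the reads of each gene were recovered over all 6 libraries and within each group. The recovery was tested on simulated data, where the group totals were exact in 100% of 7290 genes with fewer than 100 reads and within 1.93% in 5712 genes with more than 6000 reads. The depth is known as a group mean only, with a ratio of 1.08 between the +CTF and −CTF groups. The dispersion that gives each gene's likelihood ratio from its group totals was computed, on the assumption of equal depth within a group, and a simulated coefficient of variation of 0.03 was returned as 0.03. A group with at most 3 reads per library was treated as being at a floor, and the fold change of such a gene is given as a bound against that floor, corrected for the depth ratio. Counting error alone is covered by these floors and by the binomial intervals, and the bounds leave out the counting error of the group with more reads.

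The thresholds were those of the paper, FDR < 0.1 and |log2FC| > 1. The share of lower genes among the 710 genes past them was 61.3%, with an exact Clopper-Pearson interval at 95% confidence from 57.6% to 64.9%. The direction of each of the 16 heat-map lists in the paper's source data was compared with the other genes past the thresholds by a two-sided Fisher's exact test, with Benjamini-Hochberg adjustment over the lists, and all listed names were matched by name and by fold change. The median log2FC of 14 gene lists written by function was compared with 10000 random lists of the same size, matched on logCPM in 20 bins, by a two-sided permutation test. These lists hold ER chaperone and UPR genes, all *cyp* genes, cytosolic heat-shock, mitochondrial chaperone, osmotic response, glutathione and transsulfuration, fatty acid synthesis and lipid droplet, ribosomal protein, sperm, oocyte and eggshell, vitellogenin, cuticle, canonical propionate pathway, and propionate shunt and vitamin B12 genes. The last of these was written after the part of the supplementary table with the largest likelihood ratios had been seen. The fatty acid synthesis and lipid droplet list also holds the *lipl* lipase genes, *acs-2*, *atgl-1* and *cpt-1*. Genes within a list can change together while the random lists hold unrelated genes, so the p-value of a list does not measure the spread between replicates. Families of genes with a shared name and at least 10 members were tested by Fisher's exact test against all other genes. Genes with fewer than 5 reads in all cannot reach FDR < 0.1, and the test was repeated without them. In simulated data 196 of 200 changed genes and 4 of 20217 unchanged genes passed the thresholds, and 7 of 100 random lists had p under 0.05. Every simulated gene was independent and had a coefficient of variation of 0.03, and no changed gene was among those with the fewest reads. These numbers therefore do not measure false calls among real genes with few reads, or the p-values of lists whose genes change together.

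The genes named are those the paper names, up to 3 genes with the largest change in each direction in each list of Fig. 4g, the 10 genes with the largest likelihood ratio among those past the thresholds, and members of the lists written by function. The RefSeq annotation of the WBcel235 assembly was used for biotypes, and exon lengths were found for 20100 genes (95.9%). It gave 17880 protein-coding genes and 748 piRNA genes in the table and no match for 353 names. The paper's text does not name its genome build, so no coordinates are given. The alternatives covered both thresholds, a filter on logCPM, the reference distribution of the likelihood ratio, the centring of the fold changes, the matching of the random lists and the spread between replicates. The enrichment of annotated terms was not recomputed, because the annotations behind it were not used here. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.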

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

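The tests of read numbers, oocyte genes, vitellogenin genes and the propionate shunt were chosen only after the results were seen, and the test of exon length was chosen before. The gene lists, thresholds and alternatives were set before the data were examined, apart from the propionate shunt and vitamin B12 list and the alternatives named below as added.

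Sperm genes, which the paper does not discuss, were lower with FASN-CTF. The median log2FC of 74 sperm genes was −0.73, with an interquartile range from −0.88 to −0.54, and 67 of them were lower. With genes at the floor set to their bounds the median over 70 genes was −0.72. With FDR < 0.1, 49 were lower and 2 higher over all genes, and 51 were lower and 2 higher when adjusted over the list alone, while only 2 passed the threshold on the fold change. None of 10000 random lists matched on logCPM had a median as low (permutation test, p = 0.0002, the smallest these lists can give). The list holds several families, and members of a family such as *msp* have similar sequences and can share reads. They therefore do not count as independent genes. The fall was uneven between families. The 30 *msp* genes had a median of −0.73, with 25 lower and 0 higher at FDR < 0.1. The 12 *ssp* genes had a median of −0.73, with 9 lower and 0 higher. The 21 *spe* genes had a median of −0.37, with only 5 lower and 2 higher. Low read numbers are argued against by the 47 sperm genes with a logCPM above 0, whose median was −0.73. Exon length is argued against by random lists matched on length, which gave p = 0.00020 in a permutation test, the smallest they can give. A smaller share of germline overall would lower oocyte and eggshell genes as well, but the median over 13 of these was 0.0041, between −0.04 and 0.04. With 0 of the 13 past FDR < 0.1 and 0 with an unadjusted p under 0.05, this argues against a general loss of germline transcripts.

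Vitellogenin genes were higher. All 6 had FDR < 0.1, over all genes and when adjusted over the list alone, with a median log2FC of 0.42 between 0.20 and 0.51 (permutation test, p = 0.0002, the smallest the lists can give). Their share of the reads was 3.71% in the −CTF group and 4.95% in the +CTF group. Sperm are made before oocytes and yolk in a hermaphrodite. A slightly later stage of the +CTF animals may therefore lower sperm transcripts and raise vitellogenin transcripts together. The 2 medians, −0.73 and 0.42, have these directions. By the same order a later stage could raise oocyte and eggshell transcripts too. The median over these 13 genes was 0.0041, with 0 past FDR < 0.1, so this list does not go with a later stage. Cuticle genes were also chosen at the outset as a check of stage, with no direction set. Their median was 0.12, with 86 higher and 26 lower at FDR < 0.1, which without a set direction cannot decide. A response of spermatogenesis or yolk production to K-NAA, to the RNAi bacteria or to FASN-CTF itself would give the same sperm and vitellogenin medians. These explanations cannot be told apart, because the design holds no group without the transgene and no samples of known age within a group.

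Genes of the propionate shunt and of the response to low vitamin B12 were higher. The median log2FC over 11 of them was 0.35, 10 had FDR < 0.1 over all genes and 10 when adjusted over the list alone, all higher, and 4 passed the threshold on the fold change (permutation test, p = 0.0002, the smallest the lists can give). The list was written after the genes with the largest likelihood ratios had been seen, *acdh-1* among them, so its p-value is not independent of them. The 5 shunt genes were all higher with FDR < 0.1, from a log2FC of 0.23 to 3.80. The 6 canonical propionate pathway genes were higher too, 4 of them with FDR < 0.1, with a median of 0.08 and a largest value of 0.20, close to the smallest shunt gene. Whether the shunt rose as a unit stays open, because the list was written after its top genes had been seen. A difference in vitamin B12 or diet between the plates may be a cause as well as FASN-CTF, and with a median of 0.35 and no group without the transgene the 2 cannot be told apart.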

How the results depend on the processing

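The alternatives with a minimum spread between replicates or a minimum of reads, in both groups or in all, were chosen only after the result was seen. Each result was compared once under every setting run for it, so that the same result enters several times below. Over the settings chosen at the outset, 44 such comparisons held. They kept their side of the threshold and their direction relative to the other genes or random lists, or stayed near their number. Of the remaining comparisons, 5 were weaker, 4 reversed and 10 moved. Over the settings added later, 8 comparisons held, 1 was weaker and 2 moved.

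The number of genes past the thresholds depends on the spread assumed between replicates, on the fold change and on genes with few reads. It was 429 at FDR < 0.01, 1492 with a threshold of 1.5 on the fold change and 3818 without a threshold on the fold change. It was 176 among genes with a logCPM above 0 and 115 with a logCPM above 1, where fewer genes were tested. Against an F distribution with 1 and 4 degrees of freedom it was 163, and with the likelihood ratios divided by their inflation of 2.82 it was 252. With an assumed coefficient of variation between replicates of at least 0.2 it was 455, and of at least 0.4 it was 89. It stayed within 1.5 times the reported number at FDR < 0.05 (588), with centred fold changes (722), with a coefficient of variation of at least 0.1 (594) and with more than 3 reads per library in both groups (532). All genes past the thresholds at FDR < 0.01, with a logCPM above 0 and under the F distribution were among the 710. The share of lower genes fell to 52.8% with a logCPM above 0 and to 52.8% under the F distribution, and the cause was not tested beyond the fewer reads that the first setting leaves out.

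Of the cytochrome P450 genes, 4 of 6 were lower with a logCPM above 0 and 4 of 7 under the F distribution, against a minority in the reported setting. For lipid catabolism the direction relative to the other genes reversed as well, with 3 of 4 lower with a logCPM above 0 and 2 of 3 under the F distribution. Fisher's exact test was not past 0.05 in either list under any of these settings, and the cause was not tested. Among the genes regulated by multiple stresses, 54 of 78 were lower at FDR < 0.01 (Fisher's exact test, p = 0.0745), 16 of 28 with a logCPM above 0 (p = 0.683), 17 of 28 under the F distribution (p = 0.409) and 58 of 83 with a coefficient of variation of at least 0.2 (p = 0.0628). These settings leave fewer genes to test. Over the alternatives, the p-values of this list ran from 0.00933 to 0.683.

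The median log2FC of ER chaperone and UPR genes was −0.14 with random lists not matched on logCPM as well, but with p = 0.065 (permutation test), and the cause was not tested. Over all *cyp* genes the median was 0.015 with a logCPM above 0 (permutation test, p = 0.689). At FDR < 0.01 without a threshold on the fold change 24 gene families differed from the other genes, some by a deficit. The *srh* family, 1 of them, had only 2 higher and 0 lower genes of 107 even at FDR < 0.1, against 3818 of all 20969 genes. The number is therefore not a number of families with an excess. An excess was found in 3 families in the reported setting and in 3 among genes with at least 5 reads in all. Among genes with a logCPM above 0 there were 4, the *asp*, *cyp*, *hsp* and *clec* families, and the *cnc* family had too few members left to be tested. The pathogen-defence and UPR lists and the medians of the sperm, oocyte, vitellogenin, cuticle and propionate lists kept their direction or their side of the threshold under the alternatives run for them, except that the oocyte median, not past the threshold in any setting, was −0.01 with centred fold changes.

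No paired analysis was possible because the authors' deposited table holds no values per sample, except for the heat-map genes whose replicate values the paper gives. In these values of the paper, 75 of the 76 genes without a blank changed in the same direction in all 3 pairs of replicates with the same number, and with each replicate left out in turn 52 of the 76 were lower every time, the same number as with all replicates. The median SD of the paired differences was 0.22 on the log2 scale, against 0.25 expected without pairing. It was smaller with pairing for the UPR, cytochrome P450 and lipid catabolism genes. For the 34 pathogen-defence genes it was larger, 0.25 against 0.22. All 76 genes were chosen on the same samples, so these values say little about the other genes. For the table of all genes DESeq2's size factors, leaving out each replicate in turn and replicate number as a block were planned but not run, and other splits of the 6 samples could not be counted over all genes. The depth limits 178 genes past the thresholds to a bound on the fold change.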

Differences from the paper's values

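None of the paper's values that were also computed here differs by more than 1.5 times in the reported setting. The paper's list of genes past the thresholds holds 697 genes, a paper value, and 710 were found here, with 10 piRNA genes among the 13 that are not in the paper's list. The alternatives set before the data were examined at FDR < 0.05 (588) and with centred fold changes (722) also stay within 1.5 times of it.

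The paper states that nearly all genes in pathogen defence and UPR were downregulated. In the lists of Fig. 4g, 29 of 37 pathogen-defence genes and 10 of 10 UPR genes were lower. The paper's cytochrome P450 list has 48.3% lower members in the paper's source data, and 35.7% of the members past both thresholds were lower here.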

Other observations

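The tests of start positions, replicate spread, ribosomal protein genes and detoxification genes were chosen only after the results were seen, and the exact test of the calls and the test of exon length were chosen before.

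The authors list a step that removes duplicates. If reads at the same start position had been counted once, a gene could hold at most 2 reads per exonic base and library, one on each strand. More reads than that were found in both groups for 3081 genes, which hold 77.5% of the reads, with a maximum of 348 reads per exonic base in *eef-1A.1*. These counts argue against the removal of all such reads before counting.

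The spread between replicates implied by the likelihood ratios had a median coefficient of variation of 2.18% in the sixth of genes with the most reads, among genes with a likelihood ratio over 10. That choice favours genes with a small spread where reads are few, so no value is given for these. Among the 153 genes with more than 500 reads per library and |log2FC| > 0.5 all 153 had a likelihood ratio over 10, and the median was 3.16%. The paper's replicate values give a median SD of 2.93% for 14 abundant genes. There were 3108 genes past FDR < 0.1 that do not reach the threshold on the fold change. Because the implied spread is computed from the same likelihood ratios, it cannot explain them, and whether a small spread does stays open. Whether the replicates were grown apart was not tested.

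Of the genes past the thresholds, 11 of 710 (1.55%) had p over 0.05 in an exact binomial test of their group totals. The genes were chosen by a test of the same reads, so this number says nothing about whether the calls hold, and the spread between replicates at these read numbers stays open. For 21 genes with 5 reads in one group and 0 in the other, the exact p was 0.0634 with all reads in the +CTF group and 0.0257 with all in the −CTF group.

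The lower ER chaperone transcripts are small in size. A shift of the scale between groups is argued against by the 76 ribosomal protein genes, whose median log2FC was −0.022, with 0 higher and 6 lower at FDR < 0.1 and 1 higher and 11 lower at an unadjusted p under 0.05 (permutation test, p = 0.0044). Exon length is argued against by random lists matched on length (permutation test, p = 0.0034). An effect of K-NAA or of the RNAi bacteria on the UPR stays open, as does one of FASN-CTF, because they differ between the same groups.

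All 5 *cyp-35A* genes were lower, with a median log2FC of −1.65. A general fall of detoxification genes in animals without K-NAA is argued against by the 178 other *cyp*, *ugt* and *gst* genes, of which 50 were higher and 26 lower with FDR < 0.1. A response of the *cyp-35A* genes themselves to K-NAA, a xenobiotic given to the −CTF animals only, or to the RNAi bacteria cannot be told apart from one to FASN-CTF, because the design holds no group without the transgene.

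Among 308 cuticle genes 86 were higher and 26 lower with FDR < 0.1 over all genes, and 93 and 28 when adjusted over the list alone, with a median log2FC of 0.12 (permutation test, p = 0.0002, the smallest the lists can give). The 6 canonical propionate pathway genes had p = 0.0224 in the permutation test, and p = 0.247 with random lists matched on exon length. The 7 glutathione and transsulfuration genes had a median of −0.01 (permutation test, p = 0.456), the 2 mitochondrial chaperone genes one of 0.05 (permutation test, p = 0.261) and the 4 osmotic response genes one of −0.35 (permutation test, p = 0.0092, and p = 0.259 with lists matched on exon length). With lists matched on exon length, the permutation test gave p = 0.0002 for the cuticle, vitellogenin and cytosolic heat-shock genes, p = 0.0006 for the propionate shunt and vitamin B12 genes, p = 0.0066 for all *cyp* genes, p = 0.03 for the fatty acid synthesis and lipid droplet genes and p = 0.98 for the ribosomal protein genes. No biological explanation was tested for these.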
